# MatP regulates the coordinated action of topoisomerase IV and MukBEF in chromosome segregation

**DOI:** 10.1038/ncomms10466

**Published:** 2016-01-28

**Authors:** Sophie Nolivos, Amy L. Upton, Anjana Badrinarayanan, Julius Müller, Katarzyna Zawadzka, Jakub Wiktor, Amber Gill, Lidia Arciszewska, Emilien Nicolas, David Sherratt

## Abstract

The *Escherichia coli* SMC complex, MukBEF, forms clusters of molecules that interact with the decatenase topisomerase IV and which are normally associated with the chromosome replication origin region (*ori*). Here we demonstrate an additional ATP-hydrolysis-dependent association of MukBEF with the replication termination region (*ter*). Consistent with this, MukBEF interacts with MatP, which binds *matS* sites in *ter*. MatP displaces wild-type MukBEF complexes from *ter*, thereby facilitating their association with *ori*, and limiting the availability of topoisomerase IV (TopoIV) at *ter*. Displacement of MukBEF is impaired when MukB ATP hydrolysis is compromised and when MatP is absent, leading to a stable association of *ter* and MukBEF. Impairing the TopoIV-MukBEF interaction delays sister *ter* segregation in cells lacking MatP. We propose that the interplay between MukBEF and MatP directs chromosome organization in relation to MukBEF clusters and associated topisomerase IV, thereby ensuring timely chromosome unlinking and segregation.

## Abstract (web summary)

MukBEF, the bacterial structural maintenance of chromosomes complex, is known to associate with origins of replication and topoisomerase IV. Here the authors show an association of MukBEF with MatP and replication termination regions, important for proper sister chromatid decatenation and segregation.

Successful segregation of newly replicated DNA requires that all interlinks between the two strands of duplex DNA be removed, as was pointed out when the structure of DNA was determined^1^. In the *Escherichia coli* chromosome, ∼450,000 links need to be removed each generation, with the two type II topoisomerases, DNA gyrase and topoisomerase IV (TopoIV) being responsible for most of this unlinking. DNA gyrase acts preferentially to remove positive supercoiling that accumulates ahead of the replication fork, while TopoIV acts potentially both in front of and behind replication forks as they proceed^2^. Inactivation of TopoIV has little or no effect on growth or DNA replication rate, but prevents segregation of newly replicated sister loci and thus cell division, thereby demonstrating its essential role in decatenation^3^.

An interaction between the ParC subunit of TopoIV and the structural maintenance of chromosomes (SMC) protein MukB has been inferred from live-cell imaging studies^4^ and demonstrated *in vitro*^5^,^6^,^7^. Furthermore, this interaction can stimulate catalysis by TopoIV *in vitro*^5^,^6^,^8^ and is predicted to promote decatenation *in vivo*^4^. MukBEF was first identified from a genetic screen designed to identify proteins that act in chromosome segregation^9^, and although it is unclear whether its primary role is in chromosome segregation or organization these functions are not mutually exclusive^10^. Functional fluorescent derivatives of MukBEF form foci that are normally associated with the replication origin region (*ori*) of the *E. coli* chromosome, and which have been proposed to position *ori*s before and after their replication, as well as recruiting TopoIV^4^,^11^,^12^. These foci contain on average eight dimers of dimer MukBEF complexes, hereafter termed MukBEF clusters, which adopt an ellipsoidal shape, with a mean diameter of ∼400 nm, irrespective of whether MukB, MukE or MukF was labelled^13^. Cluster association with *ori* requires that MukB can bind and hydrolyse ATP efficiently and that the ATPase heads can engage^13^. MukBEF complexes are restricted to some γ- and δ-proteobacteria, and have co-evolved with a subset of genes, including *matP*, whose product binds to multiple *matS* sites in the replication termination region (*ter)* and organizes the Ter macrodomain^14^,^15^,^16^.

Here we demonstrate an interaction between *E. coli* MukB and MatP by ChIP-seq, *in vitro* biochemistry and an *in vivo* two-hybrid analysis. Cells lacking MatP show a stable association of both *ori* and *ter* with positioned MukBEF clusters, consistent with MatP directing the displacement of wild-type MukBEF complexes from *ter*. This dispacement, which is impaired when MukB ATP hydrolysis is compromised, thereby facilitates MukBEF cluster association with *ori*. Cells lacking MatP show precocious *ter* segregation, which is delayed when the TopoIV-MukBEF interaction is impaired. We propose that the interplay between MukBEF and MatP directs the positioning of the chromosome with respect to MukBEF clusters and their associated TopoIV, thereby ensuring normal chromosome organization, and timely unlinking and segregation.

## Results

### ATPase-impaired MukB^EQ^EF complexes form clusters at *ter*

Wild-type MukBEF complexes form clusters of molecules, revealed as fluorescent foci that associate with *ori* in steady-state cells when functional derivatives of MukB, MukE or MukF were fluorescently labelled and expressed from their endogenous promoters (Fig. 1a; refs 11, 12). To assess this association quantitatively, we measured the shortest distance between a MukBEF centroid and the centroid of the fluorescent repressor-bound *ori1* locus, located 15 kb CCW of *oriC* (Fig. 1c). This showed that in 86% of cells the distance between a MukBEF centroid and an *ori1* focus centroid was ≤258 nm (2 pixels). This distance was used to define ‘colocalization', a descriptive term that does not imply an interaction between MukBEF clusters and any specific sequence in the chromosome.

When we analysed a *mukB[E1407Q*] mutant, whose protein product (hereafter, MukB^EQ^) binds ATP, but is impaired in ATP hydrolysis^13^,^17^,^18^,^19^, we observed that the fluorescently labelled MukB^EQ^EF formed foci that colocalized with *ter3*, a locus 50 kb CW of *dif*, irrespective of whether C-terminal green fluorescent protein, mYPet or mCherry fusions were used, and whether MukB^EQ^, MukE or MukF were labelled (Fig. 1a–c; ref. 13). Unlike wild-type MukBEF, we observed little or no *ori1* colocalization with this mutant (Fig. 1c). Colocalization of MukB^EQ^EF and *ter3*, occurred when *ter3* was at midcell, where the divisome forms, or towards a cell pole, discounting the possibility that MukB^EQ^EF is divisome associated rather than directly with *ter3* (Fig. 1b). Consistent with the *ter3* association, MukB^EQ^EF focus-containing cells generally had a single focus, and quantitative analysis showed 61% colocalization between *ter3* centroids and MukB^EQ^EF centroids (Fig. 1b,c; Supplementary Fig. 1). Cells expressing MukB^EQ^EF from the endogenous locus demonstrate all of the classical Muk^−^ phenotypes—temperature-sensitive growth in rich medium, production of anucleate cells and a chromosome in which *ori* is mispositioned, as indicated by the decreased fraction of newborn cells with *ori* located at midcell and an increased fraction of cells with polar *ori*s when compared with the Muk^+^ strain (compare Fig. 1a,b; Supplementary Figs 1 and 2; refs 12, 20).

We showed that MukB^EQ^EF has residual ATPase activity that is ∼15% of that of the wild-type complex (Supplementary Fig. 2d), in agreement with that of *Bacillus subtilis* SMC complexes^17^,^21^. Consistent with this, molecules of MukB^EQ^EF in clusters had dramatically reduced turnover in a FRAP analysis, indicating that ATP hydrolysis is required for loading onto and/or dissociation from DNA^13^. Therefore, we explored the possibility that residual ATP hydrolysis by MukB^EQ^EF might be required for its association with *ter*, but insufficient for dissociation from *ter* and association with *ori*. To investigate this, we compared repletion of wild-type MukB and MukB^EQ^ in cells that were otherwise MukB^−^E^+^F^+^. MukB or MukB^EQ^ proteins were expressed from their normal chromosomal positions, but under the control of the P_ara_ promoter rather than their endogenous promoter (Fig. 2a). The formation of MukBEF clusters was visualized after induction of expression, using MukE-mYPet (Fig. 2; Supplementary Fig. 3). The increase in intensity of the brightest MukE pixel in cells was used to measure MukBEF focus formation, along with manual counting of MukBEF/MukB^EQ^EF focus number. Expression of wild-type MukB, led to a rapid and linear increase in pixel intensity for ∼20 min, mirrored by a concomitant increase in the fraction of cells with foci (Fig. 2b). The association of MukBEF foci with *ori1* foci had approached the steady-state level after 20 min of repletion, when the relative positions of MukBEF and *ori1* foci were almost identical to those in wild-type cells (Supplementary Fig. 3). Longer repletion periods resulted in some aberrant focus positioning, indicative of excess MukB mirroring effects of MukBEF impairment, perhaps because excess MukB titrates out MukEF from functional complexes, consistent with other observations^22^.

The rate of formation of MukB^EQ^EF clusters was 3.8-fold (brightest pixel) to 6.2-fold (fraction of cells with foci) slower than for wild-type MukBEF clusters. This result indicates that the ∼15% residual ATP hydrolysis by MukB^EQ^EF is necessary for loading onto *ter*, and is consistent with the requirement of ATP hydrolysis for stable association of other SMC complexes with DNA^18^,^21^. We also showed that MukB-mYPet labelled clusters relocated from *ori* (95% colocalization at 0 min) to *ter* (98% colocalization at 20 min), as MukE was depleted by degron degradation (Fig. 2d), indicating that depletion of MukE has a regulatory consequence on MukBEF action, mirroring the MukB^EQ^EF *ter* association phenotype.

We propose that cycles of ATP binding and hydrolysis by wild-type MukBEF are required for the steady-state association of its clusters with *ori*, consistent with the FRAP analysis^13^. In contrast, a low level of ATP hydrolysis by MukB^EQ^EF complexes is sufficient for a slow but stable association with *ter*, but not sufficient for the cycles of ATP-binding and hydrolysis required for the *ori* association. The following sections reveal the molecular basis of these contrasting behaviours.

### MukBEF associates with MatP-bound *matS* sites

The contrasting cellular localization patterns of wild-type MukBEF clusters with those of MukB^EQ^EF, and those of wild type during MukE depletion, led us to analyse the association of these complexes with the *E. coli* chromosome using ChIP-seq^23^,^24^,^25^, with FLAG-tagged MukB derivatives. 

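In ChIP-seq, DNA cross-linked to a tagged protein is recovered with an antibody against the tag and sequenced, and regions bound by the protein gain fragments over the same procedure in a strain without the tag. Flag-tagged MatP and MukB were analysed in cells grown at 37 °C. MukB, MukB EQ, the ATP-binding mutant MukB DA, and MukB and MukB EQ in Δ*matP* cells were analysed at 22 °C. Untagged wild-type cells at each temperature and untagged Δ*matP* cells at 22 °C served as mock samples. The libraries of the 2 temperatures were prepared with different kits, so temperature and library preparation cannot be separated. The authors mapped paired-end reads to the MG1655 chromosome and called peaks with MACS on the pooled fragments of 3 experiments against the pooled fragments of 3 mock experiments. They used a p threshold of 0.05 and kept at most 20 duplicate fragments per position. Because the experiments were pooled before peaks were called, the 8 resulting lists carry no spread between replicates. Each list gives the position of each peak, its summit, the fragment pileup at the summit, its fold enrichment over the local mock signal and a −log10 p, all of which are the authors' values. The lists were made from 18034045 fragments for MatP and 18658859 for MukB at 37 °C, against 20334825 mock fragments. At 22 °C there were 14228199 fragments for MukB, 13910832 for MukB EQ and 11526456 for MukB DA, against 16179153 from untagged wild-type cells. In Δ*matP* cells there were 12321608 fragments for MukB and 12743442 for MukB EQ, against 10407324 from untagged Δ*matP* cells. The cap on duplicates removed 23.6% of the MatP fragments and at most 0.623% of those of any other tagged strain. The lists held 1220 peaks for MatP, 896 for MukB at 37 °C, 538 for MukB at 22 °C, 200 for MukB EQ, 1023 for MukB DA, 357 for MukB Δ*matP* and 874 for MukB EQ Δ*matP*. Most peaks were weak, with a median fold enrichment between 1.15 for MukB EQ Δ*matP* and 1.63 for MatP, and a fold enrichment of at least 2 left 375 of the MatP peaks but only 3 of the MukB EQ Δ*matP* peaks. Peak sets were compared by overlap of any length, and chance was estimated by rotating a list around the circular chromosome by 100000 random offsets, which keeps the spacing of its peaks. Positions are those of the authors' lists, whose headers give a chromosome of 4639675 bp.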

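Around *oriC*, peaks were counted in a 900 kb window centred on position 3900000 of the authors' lists. For MukB at 22 °C, 161 of 538 peaks had their centre in the window, against a mean of 104 in rotated lists (one-sided rotation permutation test, p = 0.193, adjusted p = 0.346 over the 8 lists, Benjamini-Hochberg). For MukB at 37 °C the window held 239 of 896 peaks, against a mean of 174 (p = 0.346 by the same permutation test). The window held 50 MukB EQ peaks (permutation p = 0.291) and 285 MukB DA peaks (permutation p = 0.316). The lowest permutation p of the 8 lists in this window was that of MatP, with 313 peaks (p = 0.0751). In a narrower window of 200 kb, the lowest permutation p was that of MukB Δ*matP*. It had 47 of its 357 peaks there, against a mean of 15.4 in rotated lists (permutation p = 0.0206, not adjusted). MukB at 22 °C had 39 peaks in the narrower window (permutation p = 0.172).

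**Figure D1:**
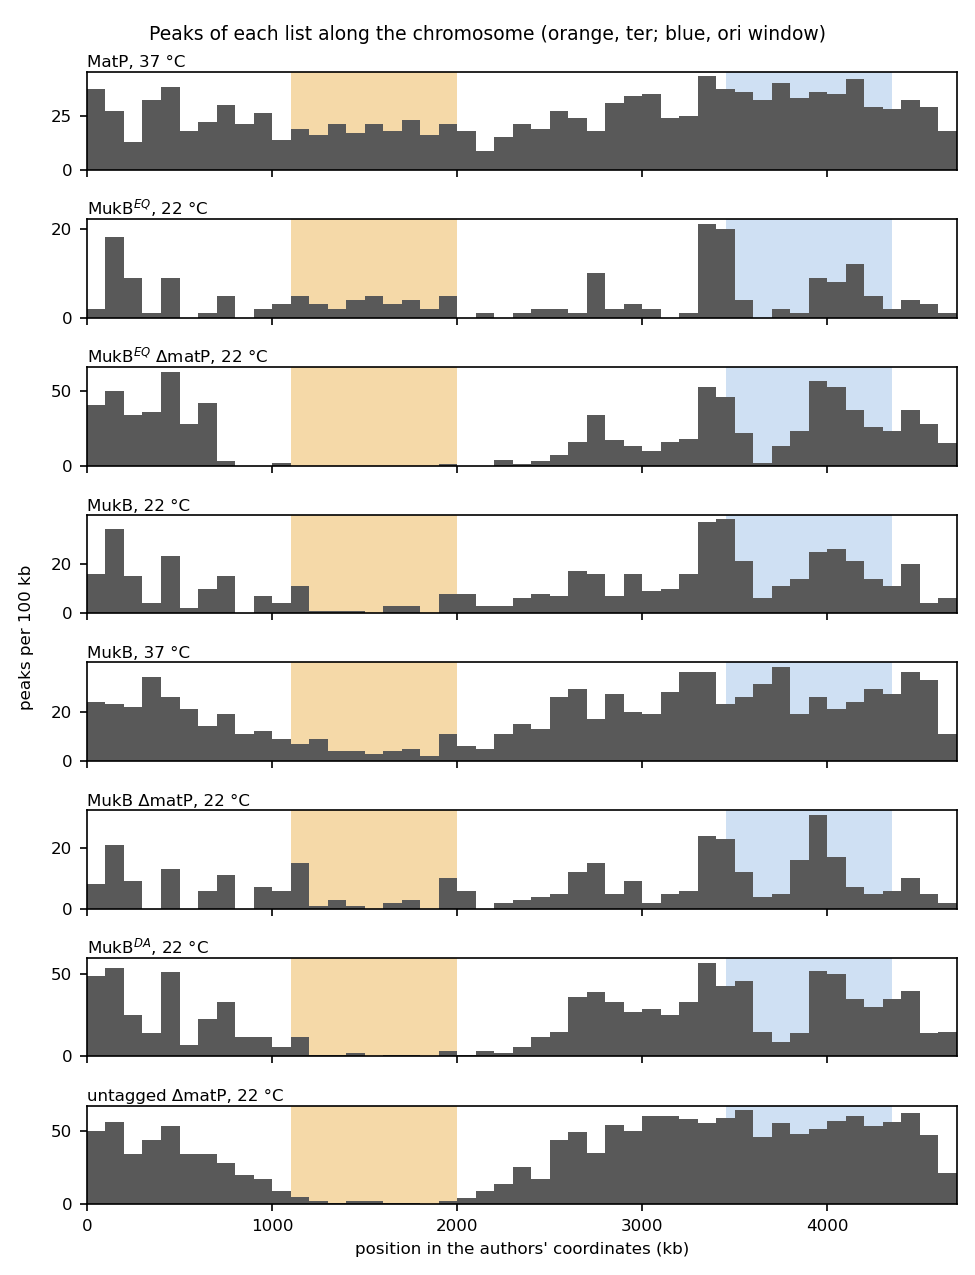
Number of peaks per 100 kb (vertical axis) along the chromosome in the authors' coordinates in kb (horizontal axis), with 1 panel for each of the 8 lists. *ter*, from 1100000 to 2000000, is shaded orange and the 900 kb window around *oriC* is shaded blue; the MukB panel at 22 °C has 161 of its 538 peaks in the blue window.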

Although wild-type MukBEF forms clusters associated with *ori1*, we observed no significant enrichment at specific *ori* regions by ChIP-seq (Supplementary Fig. 4). Highly transcribed genes gave similar signals for MukB, MukB^EQ^, MukB^DA^ and MatP (Supplementary Fig. 4 and Supplementary Fig. 5a), most likely because single-stranded DNA present in these regions is highly reactive to formaldehyde^26^. 

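Outside *ter*, 461 of the 510 MukB peaks at 22 °C overlapped a peak of MukB EQ, MukB DA or MatP, as did 163 of the 167 MukB EQ peaks, 597 of the 1002 MukB DA peaks and 516 of the 1048 MatP peaks. Of the MukB EQ peaks, 100 overlapped a peak in each of the other 3 lists. MukB DA peaks met 81.6% of the MukB peaks at 22 °C, 92.2% of the MukB EQ peaks and 44.2% of the MatP peaks outside *ter*. In rotated MukB DA lists the mean was 26.8%, 27.4% and 23.9%, respectively (one-sided rotation permutation tests, p = 4e-05, p = 5e-05 and p = 1e-05, the last being the smallest that 100000 rotations can give). Adjusted over 18 pairs of lists (Benjamini-Hochberg), these were 9e-05, 0.0001 and 3.6e-05. Because peaks cluster along the chromosome, the lists were also moved by only 5000 to 50000 bp, a range chosen after the data were seen. The mean shares met by chance then rose to 46.4%, 53.7% and 32.6%, and all 3 observed shares stayed above them (permutation p = 1e-05 for each). The lists of MukB, MukB EQ and MukB DA share their mock sample, which by itself makes peaks coincide. Unchanged libraries with counting noise alone were simulated 100 times at these depths. With a shared mock, the middle 95% of runs had between 2.36% and 5.92% of MukB calls coincide with MukB DA calls. The mean was 3.81% with a shared mock and 2.56% with separate mocks. Systematic differences between libraries were not simulated. The simulated shares lie below the 26.8% met by rotated lists, so they cannot tell how much of the observed overlap the shared mock gives. The highest-ranked peak outside *ter* was at the same place in all 5 tagged MukB strains at 22 °C. It spanned 3420701 to 3427106 for MukB, with a fold enrichment of 5.82 in the authors' list, 3420695 to 3427071 for MukB EQ (4.46) and 3420572 to 3427059 for MukB DA (4.18). In Δ*matP* cells it spanned 3420650 to 3428603 for MukB (7.74) and 3421382 to 3427017 for MukB EQ (3.00). These fold enrichments are each relative to the list's own mock and are not compared between lists. The next peak was also shared, from 3939507 to 3945362 for MukB, 3939550 to 3945337 for MukB EQ, 3939566 to 3945147 for MukB DA, 3939452 to 3945402 for MukB Δ*matP* and 3939672 to 3945357 for MukB EQ Δ*matP*. For MukB at 37 °C, the region from 3421409 to 3427076 ranked second outside *ter*, behind a peak from 2010593 to 2016060. Genes were not assigned to these positions, since the gene table at hand belongs to another build of the chromosome, so the share at ribosomal and transfer RNA genes was not analysed here.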

Although enrichment at transfer RNA (tRNA) and ribosomal RNA genes has been shown for eukaryote and *B. subtilis* SMC proteins^18^,^27^,^28^, tRNA genes have been reported as false positives in yeast^29^. We have no basis for ascribing functional significance to the MukB signals in *ori* and note that unlike *B. subtilis* SMC, which interacts with ParB bound to *parS* sites, as well as to highly transcribed regions, ParB-*parS* is absent in *E. coli*, and we observed no signals that could be attributed to *parS*-like sequences.

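Of the 161 MukB peaks at 22 °C in the 900 kb window around *oriC*, 122 overlapped a peak of the ATP-binding mutant MukB DA and 142 overlapped a peak in the list of untagged Δ*matP* cells, in which no protein carried the Flag tag. The peaks that overlapped neither numbered 8, with fold enrichments of up to 1.80, against a mean of 39.5 with neither when these lists were moved by 5000 to 50000 bp (one-sided permutation test for a higher number with an overlap, p = 1e-05, the smallest it can give, not adjusted). The median fold enrichment of the 161 peaks was 1.15. At 37 °C, 190 of the 239 MukB peaks in the window overlapped a peak of one of the same 2 lists, and the 49 others had fold enrichments of up to 2.33. The mean number with an overlap in moved lists was 182 at 37 °C (permutation p = 0.117). Taken singly, the untagged Δ*matP* list overlapped 180 of the MukB peaks at 37 °C, against a mean of 166 in moved lists (permutation p = 0.00646), and the MukB DA list 106, against 101 (permutation p = 0.259). These comparisons with moved lists were chosen after the data were seen. The 22 °C lists of MukB, MukB DA and untagged Δ*matP* cells were all called against the same untagged wild-type sample, which by itself makes peaks coincide.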

In contrast, when we analysed the enrichment pattern of MukB^EQ^, we observed specific signals in *ter* (Fig. 3a), consistent with the imaging analysis that shows that MukB^EQ^EF is *ter* associated (Fig. 1). 

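With *ter* taken as the region from 1100000 to 2000000, the span of Fig. 3a, 33 of the 200 MukB EQ peaks had their centre in *ter*, which was no more than in rotated lists (mean 38.8; one-sided rotation permutation test, p = 0.521, adjusted p = 1 over the 8 lists, Benjamini-Hochberg). The strongest peaks were distributed otherwise. Of the 43 MukB EQ peaks with a fold enrichment of at least 2, 25 were in *ter*, against a mean of 8.36 (p = 0.0235 by the same permutation test, not adjusted). Of the upper 100 peaks by the authors' p, 31 were in *ter*, against a mean of 19.4 (p = 0.00655, not adjusted). In both cases no rotated list had more peaks in *ter* than were observed. Each p therefore reflects rotations that gave the same number, and is the smallest that rotating that list could give. The MukB lists held 28 of 538 peaks in *ter* at 22 °C and 49 of 896 at 37 °C, in both cases fewer than the mean of rotated lists. MukB DA had 21 of its 1023 peaks there. For MatP, 172 of 1220 peaks lay in *ter* (permutation p = 0.824).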

The peaks obtained within *ter* were centred at *matS* sites, as revealed by motif search and by comparison of the enrichment pattern of Flag-tagged MatP and MukB^EQ^ (Fig. 3a,b; Supplementary Fig. 5b; ref. 15). In addition, the absence of MukB^EQ^ enrichment at *ter* in *ΔmatP* cells shows that the signals are MatP dependent, suggesting a physical interaction between the two proteins (Fig. 3).

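The 26 MatP peaks with the lowest p in the authors' list all had their centre in *ter*. The 5 highest-ranked spanned 1662082 to 1665368, 1741045 to 1744823, 1398878 to 1401094, 1560132 to 1562843 and 1456518 to 1459406, with fold enrichments of 19.9, 19.9, 19.5, 19.3 and 19.1 in that list. Ranking by fold enrichment instead kept 25 of the 26. A MukB EQ peak overlapped 25 of these 26 positions, against a mean of 3.22 for rotated MukB EQ lists (one-sided rotation permutation test, p = 0.00032, adjusted p = 0.00224 over the 7 lists compared with MatP, Benjamini-Hochberg). The position without one spanned 1676737 to 1677890. At the 25 positions, the summits of the MukB EQ and MatP peaks lay between 0 and 6 bp apart, with a median of 1 bp. Peak centres lay further apart, with a median of 184 bp, since the peaks differ in length. The 10 highest-ranked MukB EQ peaks of the whole chromosome were all at MatP positions. MukB EQ fold enrichment at the 25 positions was between 2.36 and 12.7, whereas the other 8 MukB EQ peaks in *ter* had fold enrichments between 1.11 and 1.92. The sequence of the positions was not analysed here, so the number that hold a *matS* motif was not counted.

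**Figure D2:**
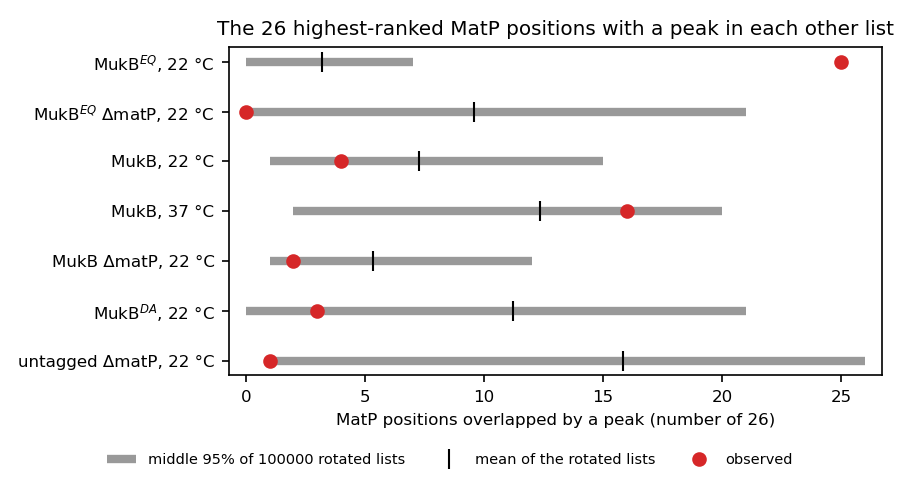
Number of the 26 highest-ranked MatP positions overlapped by a peak (horizontal axis) for each of the other 7 lists (vertical axis). Red points are observed numbers, black ticks are means and grey bars the middle 95% of 100000 rotated lists; MukB EQ, at 25, is the only list to the right of its grey bar.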

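In Δ*matP* cells, the MukB EQ list held more peaks than the list from MatP+ cells, but few in and around *ter*. Moved by 5000 to 50000 bp, offsets chosen after the data were seen, it met a mean of 0.0771 of the 26 MatP positions. The length of the list therefore gave little chance of a peak there. In place, it had a peak at 0 of the 26. All 25 positions with a MukB EQ peak in MatP+ cells thus had none in Δ*matP* cells, and no position changed the other way (exact McNemar test over the positions, two-sided, p = 5.96e-08, adjusted p = 1.79e-07 over 3 such comparisons, Benjamini-Hochberg). The result was the same with summits required to lie within 500 bp and with positions ranked by fold enrichment. The test compares 2 lists, since positions are not replicates of a strain. In the whole of *ter*, the MukB EQ Δ*matP* list had 1 of its 874 peaks. Outside *ter*, 132 of the 167 MukB EQ peaks from MatP+ cells overlapped a peak from Δ*matP* cells. The 2 lists were called against different mock samples, and the untagged Δ*matP* mock had a peak over untagged wild-type cells at 1 of the 26 positions. From the loss of the MukB EQ signals in *ter* without MatP, the paper concludes that they depend on MatP, and it proposes that the 2 proteins interact physically.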

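At the same 26 MatP positions, the number with a wild-type MukB peak differed between the lists of the 2 temperatures, which also differ in library kit and mock sample. At 37 °C, the temperature the Methods give for strains other than *mukB* mutants, MukB peaks overlapped 16 of the 26, with fold enrichments between 1.96 and 5.30 in the authors' list. Rotated lists met a mean of 12.3 (one-sided rotation permutation test, p = 0.36, adjusted p = 1 over 7 lists, Benjamini-Hochberg), because MukB peaks are dense outside *ter* and sparse within it. With summits required to lie within 500 bp, 15 positions had a MukB peak at 37 °C, against a mean of 4.86 (p = 0.00052 by the same permutation test, not adjusted). At these 15, the MukB and MatP summits lay between 0 and 5 bp apart. At 22 °C, MukB peaks overlapped 4 of the 26 (permutation p = 0.76), with fold enrichments between 1.32 and 2.28. At these 4, the MukB and MatP summits lay between 1 and 10 bp apart. The permutation test counts overlap of any length and does not weigh this closeness, and MukB peaks at 22 °C are also sparse within *ter*. The MukB DA list, also from 22 °C, had a peak at 3 of the 26 (permutation p = 0.829), each of which also had a MukB peak. The strongest of these was at the MatP position from 1741045 to 1744823, where the MukB DA summit lay 2 bp from the MatP summit with a fold enrichment of 1.53. MukB EQ had a peak at 22 positions where MukB DA had none, and the reverse never occurred (exact McNemar test, two-sided, p = 4.77e-07, adjusted p = 7.15e-07). For MukB at 22 °C against MukB DA, only 1 position differed (exact McNemar test, p = 1, adjusted p = 1). With 1 differing position the test can give no lower p, so it does not show that the 2 proteins had the same signal. The strength of the signal at the shared positions was not compared. For MukB at 37 °C against MukB DA at 22 °C, 13 positions had a peak of MukB only and 0 of MukB DA only (exact McNemar test, p = 0.000244, not adjusted), a comparison across temperatures and library kits. A position without a peak is one that did not pass the authors' threshold, which does not show that it had no signal over the mock.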

By analysing the 26 chromosomal positions that gave the highest MatP enrichment, of which 21 were *matS* sites (Fig. 3a, Supplementary Fig. 5c), we observed that wild-type MukBEF exhibited a significant enrichment at these sites, while the ATP-binding deficient MukB^DA^ mutant, which showed no evidence of an association with specific regions of the chromosome by live-cell imaging^13^, was not enriched (Fig. 3b, Supplementary Fig. 5c). This indicates that MukB and MukB^EQ^ functionally interact with MatP-*matS* and are most likely loaded onto DNA in reactions that require ATP binding and hydrolysis. We propose that the relatively stable association of the ATP hydrolysis-impaired MukB^EQ^ protein with MatP-bound *matS* sites reflects the fact that efficient release of MukBEF from *ter* requires ongoing cycles of ATP hydrolysis.

Since duplex DNA is unreactive to formaldehyde *in vitro*^26^, the DNA distortion induced by MatP-binding to *matS*^30^ will enhance the formaldehyde sensitivity of *matS* sites in MatP^+^ cells. We therefore considered whether the MukBEF signals at *matS* arise because MatP-bound *matS* sites are formaldehyde reactive and that MukBEF is distributed over all of *ter*, without any specific association with MatP. We address these alternatives in the following section.

### MatP interacts with MukB *in vivo* and *in vitro*

Since a candidate for MatP dimer binding to MukBEF was the dimeric MukB hinge, we tested for a MatP-hinge interaction *in vivo* by a bacterial two-hybrid assay^31^ and *in vitro* using size exclusion chromatography and co-immunoprecipitation (Fig. 4). In the two-hybrid analysis, the MukB dimerization hinge along with 172 amino acids of associated coiled-coil (hereafter called Hinge, Fig. 4a) was tested for interactions with MatP and two truncation derivatives, of 18 and 20 C-terminal amino-acid residues (MatPΔC18 and MatPΔC20, respectively), that are unable to tetramerize^30^. We observed weak interaction signals between the Hinge and each of the MatP derivatives; these could reflect transient or weak interactions that do not require the MatP tetramerization domain (Fig. 4b). Strong signals were obtained between all combinations of MatP derivatives and between the Hinge derivatives, consistent with MatP and Hinge, each forming homodimers (Supplementary Fig. 6a).

We confirmed that the signal obtained *in vivo* reflects a direct interaction between MukB and MatP by co-immunoprecipitation and size exclusion assays. In the size exclusion assays, to maximize size differences between the proteins, we used the Hinge (36 kDa) and MatPΔC18 (18 kDa). MatPΔC18 eluted in the same fractions as the Hinge, when the Hinge was present in the sample (Fig. 4c, Supplementary Fig. 6b,c). Specific MukB–MatP interactions were also demonstrated when MatPΔC18–Flag proteins, bound to anti-Flag resin, specifically retained purified MukB, as well as MukE and MukF when they were complexed with MukB (Fig. 4d). The reciprocal experiment, in which resin-bound MukB–Flag or Hinge–Flag was used to assay for MatPΔC18 binding led to the same conclusion (Fig. 4e). We conclude that the signals of MukB enriched at *matS* sites observed in ChIP-seq reflect a physical *in vivo* interaction between the MukB hinge region and MatP.

### MatP promotes displacement of MukBEF from *ter*

Given that fluorescent MukBEF foci are normally *ori*-associated and show no *ter* colocalization (Fig. 1c), we investigated if the interaction with MatP influences the cellular localization of MukBEF clusters. In Δ*matP* cells, wild-type MukBEF foci showed a high level of colocalization with *ter3*, as well as with *ori1* (Fig. 5a). To confirm that the observed MukB-*ter* colocalization was not a consequence of increased *ter* mobility observed in the absence of MatP^15^, we repeated the analysis in *matP*ΔC*20* cells, which have lost the interactions between *matS*-bound MatP dimers, because MatPΔC20 is unable to tetramerize^30^, and which showed the increased *ter* mobility of Δ*matP* cells^30^. We infer that *ter* is no longer anchored to the divisome at midcell in these cells, because a range of assays suggests that MatPΔC20 is unlikely to interact with ZapB^30^,^32^.

The pattern of colocalization of *ori1* or *ter3* with MukBEF in *matP*ΔC*20* cells was similar to that of MatP^+^ cells (Supplementary Fig. 7). Therefore, the observed *ter3* association of MukBEF clusters in Δ*matP* cells is a direct consequence of MatP loss rather than an indirect effect arising from failure of tethering *ter* to the divisome, or from loss of MatP tetramerization-dependent condensation of *ter*. This association with *ter* in Δ*matP* cells suggests that the MukB–MatP interaction limits MukBEF cluster association with *ter*, either by limiting the accessibility to *ter*, or by promoting dissociation from *ter*. We favour the latter since MukB^EQ^EF associates with *ter* in MatP^+^ cells, making it unlikely that accessibility to *ter* is an issue (Fig. 1c).

MukB^EQ^EF clusters also remained associated with *ter3* in Δ*matP* cells, albeit with a decrease in colocalization (Supplementary Fig. 7). The difference in behaviour of MukBEF and MukB^EQ^EF with respect to their *ter3* association in MatP^+^/Δ*matP* cells suggested that wild-type MatP bound to *matS* sites promotes release of MukBEF from *ter*. This displacement of MukBEF clusters by MatP must occur inefficiently or not at all with MukB^EQ^EF clusters at *ter*, because of reduced ATP hydrolysis by these complexes, and/or because of architectural differences between the MukBEF and MukB^EQ^EF complexes. We do not know the molecular mechanism that leads to the association between *ter* and MukBEF complexes in the absence of MatP. Nevertheless, the data clearly show that this MukBEF–*ter* association leads to an interaction of MukBEF with MatP bound to *matS* sites when MatP is present. We note also that MukBEF and MukB^EQ^EF clusters associated with *ter* in the absence of MatP, like MukBEF clusters at *ori*, gave no significant ChIP-seq signal, despite forming fluorescent foci in live-cell imaging.

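Wild-type MukB in Δ*matP* cells had 357 peaks, of which 35 had their centre in *ter*, against a mean of 69.2 in rotated lists (one-sided rotation permutation test for a higher number, p = 0.846, adjusted p = 1 over 8 lists, Benjamini-Hochberg). Peaks of this list overlapped 2 of the 26 highest-ranked MatP positions (p = 0.92 by the permutation test), and in both cases the MukB summit lay further than 500 bp from the MatP summit, at 698 and 1353 bp. Compared with MukB in MatP+ cells at the same temperature, 2 positions lost a peak and 0 gained one (exact McNemar test, two-sided, p = 0.5). That is the smallest p that 2 differing positions can give, so the test cannot decide whether MatP mattered. With summits required to lie within 500 bp, MukB had a peak at 4 positions in MatP+ cells and at 0 in Δ*matP* cells. The 2 lists were called against different mock samples. Outside *ter*, 257 of the 322 MukB peaks from Δ*matP* cells overlapped a MukB peak from MatP+ cells.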

### MukBEF–TopoIV interact independently of chromosome position

As ParC associates with MukBEF clusters when they are positioned at *ori* (Fig. 5b; Supplementary Fig. 8; ref. 4), it was important to test whether this association was maintained when MukBEF clusters were at *ter*. The overall association between ParC and MukBEF clusters was the same in Δ*matP* and MatP^+^ cells. Furthermore, ParC colocalized with both *ter3* and *ori1* in Δ*matP* cells, maintaining its association with MukBEF clusters at both positions (Fig. 5b). Therefore, the MukBEF–TopoIV interaction occurs independently of chromosomal position.

In contrast, when we examined ParC colocalization with MukB^EQ^EF clusters at *ter*, we observed little ParC–MukB^EQ^EF association (Fig. 5b). This could be because DNA-bound MukB^EQ^EF molecules have a nucleotide state and/or architecture that fail to support stable ParC binding. Alternatively, stable association of MukB^EQ^EF with *matS*-site bound MatP could prevent ParC binding because MatP and ParC compete for binding to the MukB hinge. Irrespective of the mechanism, the nucleotide state of MukB^EQ^EF clusters loaded at *ter* influences directly, or indirectly, their association with TopoIV.

### MatP regulates MukBEF-stimulated TopoIV decatenation at *ter*

Since our data showed that MukBEF accesses *ter* transiently in wild-type cells, and is more stably *ter*-associated in Δ*matP* cells, we tested if the presence of functional MatP and MukBEF influences TopoIV-mediated *ter* decatenation. In time-lapse experiments, we analysed the times between disappearance of DnaN foci at replication termination and *ter3* segregation, and determined the time at which 50% of *ter3* foci had segregated. Since *ter3* replicates ∼2 min before most terminations at *terC*^3^ and DnaN molecules take ∼5 min to unload at termination^33^, the measured time underestimates the time between *ter3* replication and segregation by ∼7 min (Fig. 6 and Supplementary Fig. 9a). We therefore added 7 min to each of the measured values and defined this as ‘cohesion time', which we propose reflects the time for newly replicated *ter3* DNA to be decatenated. Consistent with this proposal, TopoIV availability at *ori1* determines the time of *ori1* segregation, with TopoIV overexpression reducing the segregation time of newly replicated *ori1* loci from 14 to 5 min^3^.

Sister *ter3* loci exhibited a 9-min cohesion time in wild-type cells, while Δ*matP* cells segregated precociously 2 min after *ter3* replication (Fig. 6 and Supplementary Fig. 9c), consistent with an increase in the fraction of cells with 2 *ter* foci in Δ*matP* cells (Supplementary Fig. 7a), as reported previously^15^. An increased fraction of 2 *ter* cells could arise as either a consequence of an increased D period in the cell cycle, or because of a precocious early separation of sister loci after replication. Flow cytometry showed no evidence of an increased D period in Δ*matP* cells (Supplementary Fig. 9d; ref. 15), supporting the hypothesis of precocious segregation in Δ*matP* cells. Furthermore, because *matPΔC20* cells have a wild-type *ter* segregation phenotype (Fig. 6 and Supplementary Fig. 9c), it seems unlikely that higher order tetramerization-dependent MatP-*matS* ‘condensed' structures delay sister separation. Therefore we propose that the precocious separation of newly replicated *ter* loci observed in Δ*matP* cells is a direct consequence of the MukBEF–TopoIV interaction at *ter* stimulating decatenation, a related observation to the demonstration that increasing TopoIV enhances decatenation at *ori1* (ref. 3). We then observed that Δ*mukB* cells had extended *ter3* cohesion times of 20–22 min, irrespective of whether cells were MatP^+^ or Δ*matP*, showing that the precocious separation in Δ*matP* cells is MukBEF dependent.

As the ParC C-terminal domain (ParC-CTD) interacts with the MukB dimerization hinge^5^,^6^,^7^, we anticipated that ParC-CTD overexpression (Supplementary Fig. 9b) would impair the ParC–MukBEF interaction and thereby allow us to test if the requirement of functional MukBEF for timely *ter* segregation is a consequence of its role in recruiting and targeting TopoIV to *ter*. Overexpression of ParC-CTD in Δ*matP* cells led to a 4-min increase in cohesion time (Fig. 6), consistent with MukBEF targeting TopoIV to preferred sites of action. In contrast, ParC-CTD overexpression did not reduce cohesion time in MatP^*+*^ cells (Fig. 6 and Supplementary Fig. 9c). The data support the hypothesis that MatP displaces wild-type MukBEF clusters and their bound TopoIV molecules from *ter*, and that the MukBEF–TopoIV association with *ter* in Δ*matP* cells promotes decatenation. A corollary is that MatP, by displacing MukBEF and its associated TopoIV, prevents premature *ter* decatenation and segregation in MatP^+^ cells. The difference in cohesion times obtained with ParC-CTD overexpression and deletion of the *mukB* gene could be a consequence of MukBEF having additional roles in *ter* segregation independently of TopoIV; for example, through chromosome positioning and/or organization. Alternatively, ParC-CTD may not compete effectively in preventing the MukBEF–ParC interaction, perhaps because this protein, unlike full-length ParC, is monomeric^34^.

## Discussion

By using an interdisciplinary approach, we have revealed how MatP regulates the position and action of *E. coli* TopoIV and MukBEF, complexes that play sequential roles in chromosome unlinking and segregation. The work has demonstrated that MatP regulates the distribution of MukBEF and TopoIV on the nucleoid by displacing MukBEF clusters and their associated TopoIV from *ter*. During replication of the *E. coli* chromosome, precatenation links between sisters arise as replication proceeds when replisomes rotate^3^,^35^. Most of these are removed by the type II topoisomerase TopoIV, although the type I topoisomerase III can potentially decatenate regions of the chromosome that are single stranded; for example, immediately behind replication forks^36^. Furthermore, FtsK DNA translocase-dependent XerCD site-specific recombination at *dif* sites also leads to decatenation^37^. Catenation links are likely to form universally as replication proceeds, since catenane accumulation has been reported when type II topoisomerase activity is compromised in a number of systems^38^,^39^.

MukBEF and other bacterial SMC complexes form clusters associated with *ori*^11^,^12^,^28^,^40^ and have been proposed to promote segregation by positioning the newly replicated sister *ori*s^4^, or by *ori* condensation^41^. The demonstration that MukB interacts with the ParC subunit of TopoIV to promote catalysis *in vitro*^5^,^6^,^7^, and that fluorescent ParC forms foci associated with MukBEF clusters at *ori in vivo*^4^, suggested a functional link between the action of TopoIV in decatenation and the facilitation of chromosome segregation by MukBEF. We have now validated such a link by showing that MukBEF-directed association of TopoIV at *ter* influences its segregation efficiency, consistent with TopoIV availability influencing sister segregation timing^3^. We propose that this is a consequence of enhanced decatenation by TopoIV, because the MukBEF–TopoIV interaction stimulates catalysis^4^ and/or leads to a higher local concentration of TopoIV in regions of the chromosome associated with MukBEF clusters. Similarly, a functional interaction between condensin and TopoII, the eukaryote orthologue of TopoIV, has been reported to aid decatenation in yeast^42^, while more generally, TopoII–condensin interactions have been proposed to be important for mitotic chromosome organization^38^,^43^, suggestive of evolutionary conserved associations and functions.

The formation of *ori*-associated MukBEF clusters requires that MukBEF is able to bind and hydrolyse ATP^11^,^13^. The clusters contain on average eight heads-engaged MukB dimers of dimers, with a relative stoichiometry of MukB/E/F of 4:4:2 (ref. 13). MukB^EQ^EF also forms heads-engaged clusters *in vivo* with identical stoichiometry. In contrast, complexes with unengaged heads have the 2:4:2 stoichiometry predicted from biochemical studies^19^. Mutants that are unable to engage heads, or to bind ATP, do not form clusters as judged by the lack of fluorescent foci^13^; similarly, the ATP-binding defective MukB^DA^, failed to give a MatP-dependent ChIP-seq signal at *matS* sites, reinforcing the view that loading of MukBEF complexes onto DNA requires ATP binding and hydrolysis. The slow rate of MukB^EQ^EF cluster formation at *ter* that we measured correlates with its residual ATPase activity and is consistent with a mechanism in which a low level of ATP hydrolysis is required for cluster formation at *ter*, but is insufficient for significant *ori* localization. The observation that MukBEF clusters associate with *ter* as MukE is depleted, mimicking the *mukB*^*EQ*^*EF* phenotype, is consistent with a regulatory role of MukE in MukBEF function^44^. We propose that MukB^EQ^EF clusters at *ter* have one or two molecules of ADP bound per MukB dimer, depending on whether one or two ATPs were hydrolysed during loading; in either case the observed stoichiometry would only result if the heads remained engaged as a consequence of failing to release product ADP and/or phosphate. We favour the hypothesis that one ATP is hydrolysed on loading, while the second is hydrolysed during unloading. This is consistent with the data here, and from our earlier work that showed that MukB^EQ^EF complexes are not readily dissociated from *ter*^13^. Understanding of the molecular changes that occur during cycles of ATP binding and hydrolysis is central to a molecular understanding of SMC action.

The functional significance of the *ter* association observed when ATPase activity was compromised in *mukB*^*EQ*^ cells, or when MukE was depleted, was reinforced when we demonstrated that in Δ*matP* cells both *ori* and *ter* colocalize with wild-type MukBEF clusters. The inferred *in vivo* interaction between MukB and MatP from the ChIP-seq analysis, and the subsequent demonstration of a direct interaction between the MukB hinge region and MatP led us to show that MatP modulates MukBEF complex activity and positioning (Fig. 7). Therefore, MatP is not a loading factor for directing the association of MukBEF clusters with *ter*, in contrast to the cohesin loading factors Scc2-4 (ref. 45), and ParB bound to *parS* sites in *B. subtilis*^28^,^40^. The mechanisms that direct the association of MukBEF clusters with *ori* and *ter* remain obscure. The MukB^EQ^EF ChIP-seq signals at *matS* correlate well with the cytological association of clusters with *ter*. We assume that the failure to see wild-type MukBEF clusters at *ter* in MatP^+^ cells by imaging is a consequence of the interaction of individual complexes being transient, yet sufficient to give a ChIP-seq signal. Our failure to identify specific binding of MukBEF to *ori* sequences is likely because the association does not distort the DNA sufficiently to make it formaldehyde sensitive and/or because MukBEF is associated with multiple unrelated DNA sequences in this region. Similarly the association of MukB^EQ^EF with *ter* in Δ*matP* cells gave no significant ChIP-seq signal in *ter*, presumably for the same reason.

We have shown that in the absence of MatP, wild-type MukBEF clusters at *ter* colocalize with ParC and this correlates directly with more efficient TopoIV-mediated *ter* decatenation in Δ*matP* cells (Fig. 7b). Modulation of TopoIV recruitment to *ter* by MukBEF and MatP may ensure sufficient cohesion time between newly replicated *ter* sisters, thereby helping coordinate the late stages of chromosome segregation with cell division. The observation that Δ*mukB* cells are more delayed in *ter* segregation than when the MukB-ParC interaction is impaired, indicates that MukBEF may have additional roles in *ter* segregation, such as positioning and/or organization, as proposed for *ori*^4^.

The results here, taken together with previous results of ourselves, and others, lead to the model depicted in Fig. 7. MukBEF complexes form positioned clusters on the nucleoid. The molecular basis for forming a cluster from MukBEF complexes is unknown, as is the positioning mechanism, but this superficially resembles the ParAB-*parS* systems that position replication origins and large protein machineries at fixed positions on the nucleoid (most commonly at mid-nucleoid and quarter positions)^46^. In steady-state cells these clusters act to exclusively position the replication origin region of the chromosome, a process dependent on the role of MatP-*matS* in displacing *ter* from MukBEF clusters.

We propose that MukBEF complexes are loaded onto different parts of the chromosome, with preferential loading within *ter*, based on the *ter* localization of clusters of MukB^EQ^EF, and of MukBEF when MatP is absent or MukE depleted. MukB^EQ^EF clusters, which associate slowly with *ter*, apparently as a consequence of their impaired ATP hydrolysis, are dissociated poorly by MatP from *ter*, indicating a requirement of ATP hydrolysis for release from *ter* and subsequent association between *ori* and these clusters. This apparent requirement of ATP hydrolysis for *ter* association and dissociation, which is consistent with FRAP data^13^, supports the hypothesis that only one of the two ATPs bound to a MukB dimer are hydrolysed in each step. The MatP-stimulated dissociation between wild-type MukBEF complexes and *ter* is apparently a requisite for subsequent exclusive association of clusters with *ori*. We propose that MukBEF complexes, whether in clusters or not, frequently transiently associate with *ter*. MatP-*matS*-promoted displacement from *ter* leads to clusters becoming excluded from *ter*, thereby facilitating *ori* association. We propose that multiple cycles of ATP binding and hydrolysis lead to translocation of MukBEF complexes in clusters with respect to the chromosome, analogous to the way that SMC complexes in *B. subtilis* have been proposed to ‘zip along the chromosome' after loading at *ori* through interaction with ParB-*parS*^47^,^48^. Such a translocation could act to actively direct *ori* to postioned MukBEF clusters. During this proposed transit, they may act as ‘condensins', since MukBEF is implicated in global chromosome organization as well as in *ori* positioning. By associating with TopoIV, the MukBEF complexes may direct decatenation activity to those regions of the nucleoid with which MukBEF interacts transiently or more stably.

The work here has highlighted the complexity of the interaction network necessary for the cell to ensure the coordination of processes responsible for chromosome organization and segregation. The organization, replication and segregation choreography of the *E. coli* chromosome in which the newly replicated origins move from the centre of the cell to the quarter positions, and *ter* migrates from the new pole to midcell to replicate^46^,^49^, implies an active positioning of *ori* and *ter*, mediated by MukBEF and MatP, respectively. The interaction between MukB and MatP, demonstrated here, brings new insight by linking *ori* and *ter*, opposite regions of the chromosome, which reside at different cellular positions for most of the cell cycle. This interplay is likely to play a central role in coordinating the early and late stages of segregation by determining the relative positions of MukBEF clusters with respect to *ori* and *ter*, thereby helping deliver TopoIV differentially to *ori* and *ter*, influencing decatenation activities spatially.

Bacterial species that have MukBEF rather than typical SMC complexes also have MatP, indicative of their co-evolved functional dependence, and reinforcing their collaboration highlighted here. As insight into the organization of bacterial chromosomes is becoming more complete, it seems there are a number of variations on common themes^50^. Future work is needed to understand the implications of having a *ter-ori*-coordinated organization in *E. coli* (with MukBEF–MatP-*matS* as key players), rather than the *ori*-coordinated (using SMC-ParAB-*parS*) organization found in bacteria in which newborn cells have *ori* at one pole and *ter* at the other.

## Methods

### Bacterial strains and plasmids and growth

Strains and plasmids used in this study are listed in Supplementary Table 1 and 2, respectively. A description of the constructions is in Supplementary Methods. Unless otherwise stated, cells were grown at 30 °C in M9 glycerol (0.2%) supplemented with required amino acids (threonine, leucine, proline, histidine and arginine—0.1 mg ml^−1^) to an *A*_600_ of 0.05–0.2 before imaging. Generation times for all strains were ∼170 min under these conditions.

### Construction of the MukB repletion strains

The MukB repletion system is similar to that used for MukF repletion^11^, however, rather than inducing MukB expression from an ectopic locus the inducible *mukB* gene was introduced at its natural chromosomal locus. The P_ara_ promoter from pBAD24 was introduced upstream of *mukB* with the T1–T2 transcriptional terminators^51^ from the *rrnB* operon upstream of this to limit transcriptional readthrough from the *smtA* promoter (Fig. 2a). When grown in glucose there should be no induction of *mukB* gene expression and the cells should have a Muk^−^ phenotype. The wild-type *araC* gene has also been re-introduced into the repletion strains to allow control of the P_ara_ promoter. The strains carry *ΔaraBAD* so that arabinose will not be metabolized.

### Live-cell imaging

Cell cultures were spotted onto an M9-gly 1% agarose pad on a slide. Images were taken using a × 100 oil immersion objective (Nikon Plan Apo × 100 1.40 PH3 DM) on a Nikon Eclipse TE2000-U microscope, equipped with a CoolSNAP HQ^2^ CCD camera (Photometrics). MetaMorph software was used for image acquisition.

### Image analysis

For the semiquantitative analysis of fluorescence distributions, fluorescence distributions in cells were plotted as line profiles using the Plot profile command of Fiji. Fluorescence intensity was normalized between 0 and 1.

For the quantitative analysis of focus localization and colocalization, detection of MukB, *ori1* and *ter3* foci was done manually using MicrobeTracker tool SpotFinderM^52^. Custom MATLAB scripts were used to extract the numbers and position of foci^53^, and to measure the shortest distance per cell between two spots (the method described in ref. 4 was modified for manually identified spots), and are available on request. In ParC-labelled strains, the analysis used the method described in ref. 4. MukB, *ori1* and *ter3* foci were detected automatically by Gaussian fitting, and the brightest pixel was used as to define a ParC focus. Data were then adjusted to represent only the fraction of cells with foci.

For the analysis of focus formation during repletion, we employed two independent methods for monitoring MukBEF focus formation using MukE-mYPet. First of all, we manually counted MukBEF foci. Second, after using MicrobeTracker to identify cells, we used a bespoke Matlab script^4^ to identify and record the intensity of the brightest mYPet pixel in every cell. The brightest pixel represents the point in the cells where fluorescent MukE-mYPet molecules have the highest residence time and thus where foci are forming. It should be noted that while MukBEF can form multiple foci within cells, the brightest pixel finds exactly one pixel with the highest intensity for MukBEF. The brightest pixel data represented in Fig. 2b,c has been adjusted to take into account that while 99% of wild-type cells have a MukBEF focus, only 47% of *mukB*^*EQ*^ cells have a MukB^EQ^EF focus in steady-state growth.

### MukB repletion in steady-state cells

Cells were grown overnight in M9 glucose at 30 °C to an *A*_600_ of 0.05. A 1 ml sample was taken, additional glucose was added to 0.2% to ensure repression of P_ara_-*mukB* and incubation continued at 30 °C for 2 h. A sample of cells (0 min) was taken and imaged before beginning the repletion. For repletion, the cells were spun down and resuspended in M9 glycerol plus 0.2% arabinose. Samples were taken at 0, 10, 20, 30, 40 and 60 min after induction of repletion and in the case of the MukB^EQ^ repletion an additional sample was taken at 90 min. All samples were spotted onto a pre-warmed M9-gly 1% agarose pad on a slide and imaged using the microscope.

### Terminus segregation in steady-state cells

Cells were grown overnight in M9 glycerol at 30 °C to an *A*_600_ of 0.05. A 1 ml sample was taken and IPTG was added to a concentration of 0.5 mM and incubated for 60 min at 30 °C. IPTG was added to induce expression of TetR-mCerulean to visualize the *ter3* array. Samples were spotted onto a pre-warmed M9-gly, 0.5 mM IPTG, 1% agarose pad on a slide and imaged in time-lapse at 30 °C. Cells were imaged every 5 min for 2 h. For analysis of asynchronously growing cells, the timing of disappearance of the replisome (mCherry-DnaN) and of *ter3* segregation was recorded. We observed that *ter3* foci can transiently separate and associate immediately after replication, presumably as a consequence of precatenation links allowing transient sister separation; hence we defined complete *ter3* separation as the point on which the foci remained separate for three consecutive 5-min time points. The robustness of the assay is indicated by the small variance in ‘cohesion times' (Fig. 6; Supplementary Fig. 9a) for a given strain as indicated by the rapid increases in 2-*ter3* focus cells. The assay interpretations assume that the different cohesion times arise from changes in segregation (decatenation) time rather than changes in time of DnaN focus disappearance.

### Bacterial two-hybrid assay

The bacterial two-hybrid assay is based on functional adenylate cyclase T18 and T25 domain reconstitution^54^. Consequent cAMP synthesis allows transcription of the lactose operon, visualized as a blue colour on X-gal indicator plates. Cells were co-transformed with pKNT25 and pUT18C plasmids expressing the proteins indicated fused to the N terminus of the T25 domain and the C terminus of the T18 domain, respectively. Co-transformation with empty plasmids was used for negative controls. Cells were incubated at 30 °C for 2 days on an LB plate containing 100 μg ml^−1^ ampicillin and 50 μg ml^−1^ kanamycin. For each transformation, 5–6 clones were resuspended in LB containing 50 μg ml^−1^ ampicillin, 50 μg ml^−1^ kanamycin and 0.5 mM IPTG and spotted on LB plates containing 50 μg ml^−1^ ampicillin, 50 μg ml^−1^ kanamycin, 0.5 mM IPTG and 60 μg ml^−1^ or 120 μg ml^−1^ X-gal. After an overnight incubation at 30 °C, plates were incubated in the dark at room temperature for 2 to 4 days to allow the colour to develop. Each transformation was performed at least three times, leading to the same overall conclusions.

### ChIP-seq

Cells were grown in LB at 37, or 22 °C for *mukB* mutant derivatives, to an *A*_600_ of 0.5, and cross-linked with 1% formaldehyde for 20 min at 22 °C. The reaction was then quenched with 500 mM glycine. The equivalent of 250 ml of cells at an *A*_600_ of 0.5 was harvested by centrifugation at 5,200*g* for 30 min, washed twice with Tris-buffered-saline (pH 7.5), resuspended in 1 ml of lysis buffer (10 mM Tris (pH 7.5), 20% sucrose, 50 mM NaCl, 10 mM EDTA, 10 mg ml^−1^ of lysozyme, 0.1 mg ml^−1^ RnaseA) and incubated at 37 °C for 30 min. Following lysis, 4 ml of immunoprecipitation buffer (50 mM HEPES-KOH (pH 7.5), 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% SDS) and phenylmethylsulfonyl fluoride (final concentration of 1 mM) was added. Cellular DNA was sheared by sonication to an average size of 200–1,000 bp. Cell debris was removed by two centrifugation steps at 16,620*g* for 5 min. About 900 μl of the supernatant was used for each immunoprecipitation experiment. The sample was incubated with 2 μl of anti-Flag M2 Monoclonal Antibody (Sigma F3165) for 1 h at room temperature on a rotating wheel. Then 80 μl of DynabeadsProteinG (Life Technology) were added and incubated for 15 h at 4 °C. The beads were separated from samples by using DynaMag-2 magnet (Life Technology), and washed twice with immunoprecipitation buffer (as above), once with immunoprecipitation buffer containing 500 mM NaCl, once with wash buffer (10 mM Tris-HCl (pH 7.5), 250 mM LiCl, 1 mM EDTA, 0.5% IGEPAL CA-630, 0.5% sodium deoxycholate) and once with Tris-EDTA buffer (pH 7.5). Immunoprecipitated complexes were then removed from the beads by treatment with 100 μl of elution buffer (50 mM Tris-HCl (pH 7.5), 10 mM EDTA, 1% SDS) at 65 °C, with shaking at 1,400 r.p.m. for 30 min. Uncross-linking was achieved by addition of 90 ng μl^−1^ of proteinase K and incubation for 15 h at 50 °C followed by 4 h at 65 °C. DNA was purified using Purelink PCR Micro Kit (Invitrogen). Sequencing was performed on an Illumina HiSeq 2000 platform (Oxford Genomics Centre, Wellcome Trust Center For Human Genetics). Reads were mapped to the MG1655 reference genome and the data deposited at NCBI Omnibus^55^. See Supplementary Methods for details of the analysis.

### Biochemical assays

Recombinant proteins were subcloned into a pET vector, expressed and purified from *E. coli* C3013I. Details can be found in the Supplementary Methods. For co-immunoprecipitation assays, fresh cell lysates carrying FLAG-tagged MatPΔC18, MukB or Hinge were prepared in buffer containing 50 mM HEPES pH 7.5, 300 mM NaCl, 5% glycerol supplemented with a protease inhibitor tablet. About 10 ml of lysates were mixed with 150 μl anti-Flag M2 Affinity gel (Sigma-Aldrich), incubated for 1 h at 4 °C. The resin was then washed three times with same buffer containing 250 mM NaCl, resuspended in 1 ml of buffer I (50 mM HEPES pH 7.5, 100 mM NaCl), and purified MukB, MukE, MukF or MatPΔC18 was added as indicated. After 45-min incubation (4 °C) the resin was washed three times, resuspended in 200 μl of protein loading buffer (NEB) and analysed on 4–20% gradient SDS–PAGE. For size exclusion chromatography, purified proteins were fractionated on a Superose 6 10/300 GL column equilibrated with 50 mM HEPES, pH 7.5 buffer containing 100 mM NaCl, 1 mMDTT, 1 mM EDTA, 5 mM MgCl_2_ at a flow rate of 0.5 ml min^−1^. About 500 μl samples containing MatPΔC18 (73 μM) and/or Hinge (15 μM), were injected on the column and run at flow rate of 0.5 ml min^−1^. About 500 μl fractions were collected and analysed on 4–20% gradient SDS–PAGE.

## Additional information

**Accession codes:** ChiP-seq data are available in the NCBI's Gene Expression Omnibus^55^, series accession number GSE67221.

**How to cite this article:** Nolivos, S. *et al*. MatP regulates the coordinated action of topoisomerase IV and MukBEF in chromosome segregation. *Nat. Commun*. 7:10466 doi: 10.1038/ncomms10466 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-9, Supplementary Tables 1-2, Supplementary Methods and Supplementary References

## Figures and Tables

**Figure 1:**
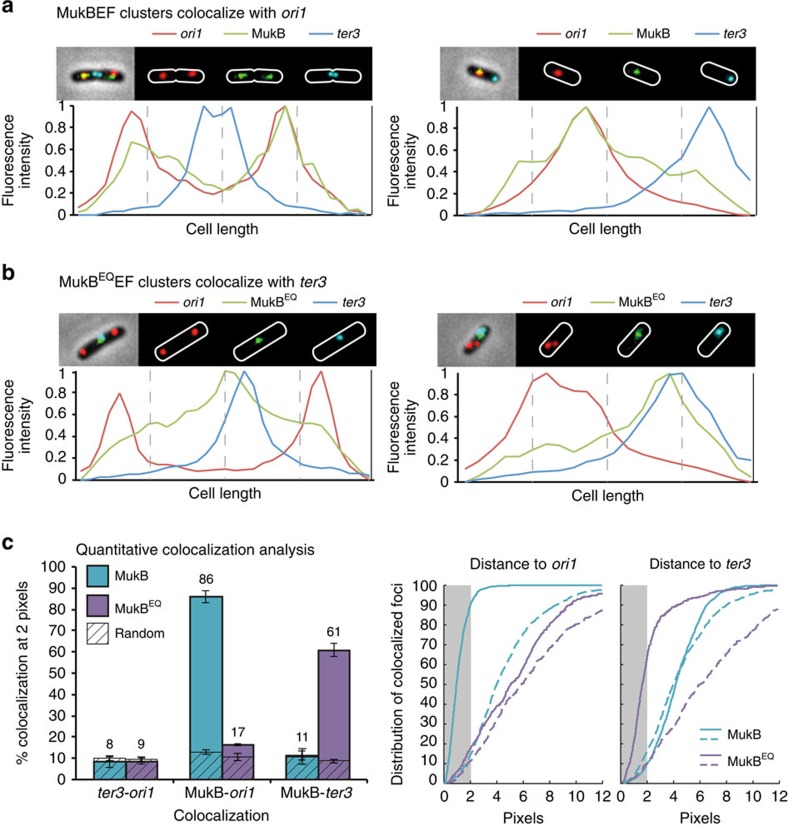
ATP hydrolysis-impaired MukB^EQ^EF complexes associate with *ter.* Localization of *ori1*, *ter3*, and MukB-mYPet (SN182) (**a**) or MukB^EQ^-mYPet (SN311) (**b**). The *ori1* locus is a *lacO* array bound by LacI-mCherry, and the *ter3* locus is a *tetO* array bound by TetR–CFP. The normalized fluorescence intensity along the cell length is shown below each image. (**c**) Left panel: % colocalization at 2 pixels between MukB, MukB^EQ^, *ori1* and *ter3* focus centroids in the combinations shown. Dashed boxes represent the distances measured to a random pixel position in the cells analysed. The histograms show the mean (±s.d.) of three independent experiments. Middle and right panels show cumulative distributions of the distances between MukB, or MukB^EQ^, and *ori1* or *ter3* foci, respectively, obtained in one experiment. Dashed lines represent distances measured to a random pixel. The grey rectangle indicates the distances within 2 pixels (258 nm). See also Supplementary Figs 1 and 2. CFP, cyan fluorescent protein).

**Figure 2:**
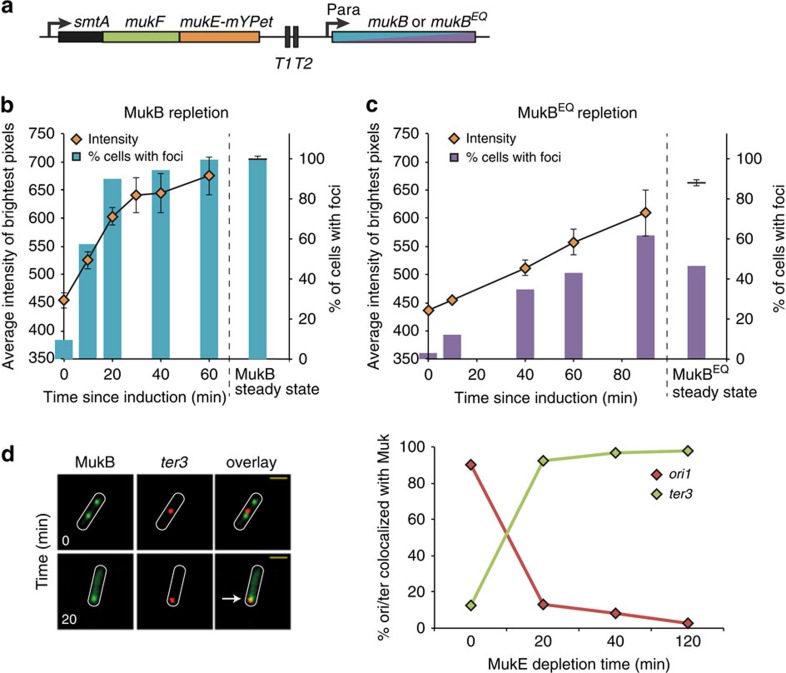
MukB^EQ^EF clusters form slowly. (**a**) Wild-type MukB or MukB^EQ^ were expressed from an arabinose-inducible promoter at the chromosomal *mukB* locus. Transcription from the *smtA* promoter was blocked by terminators T1–T2. Repletion of wild-type MukB (AU2064) (**b**) and MukB^EQ^ (AU2089) (**c**) in Δ*mukB* cells. Two methods were used to monitor focus formation; the average intensity of the brightest MukE-mYPet pixel in cells, as well as manual counting of foci (*n*=460–1,000 cells). Brightest pixel data are means (±s.e.m) of three experiments. Steady-state data were from cells where MukB/MukB^EQ^ was expressed from their normal promoters. See also Supplementary Fig. 3. (**d**) MukBEF foci colocalize with *ter* during MukE depletion. MukBEF focus position was followed before (0) and after depletion. Left: snapshot images of cells with labelled *ter3* and MukB are shown for the indicated depletion times. The arrow shows colocalization of MukB with *ter* on MukE depletion. Right: % *ori1* (Ab86) or *ter3* (Ab227) foci associated with a MukB focus, in cells with MukBEF foci, were plotted for each time point. After 80 min of depletion, cells had only weak MukBEF foci. *n*≥300.

**Figure 3:**
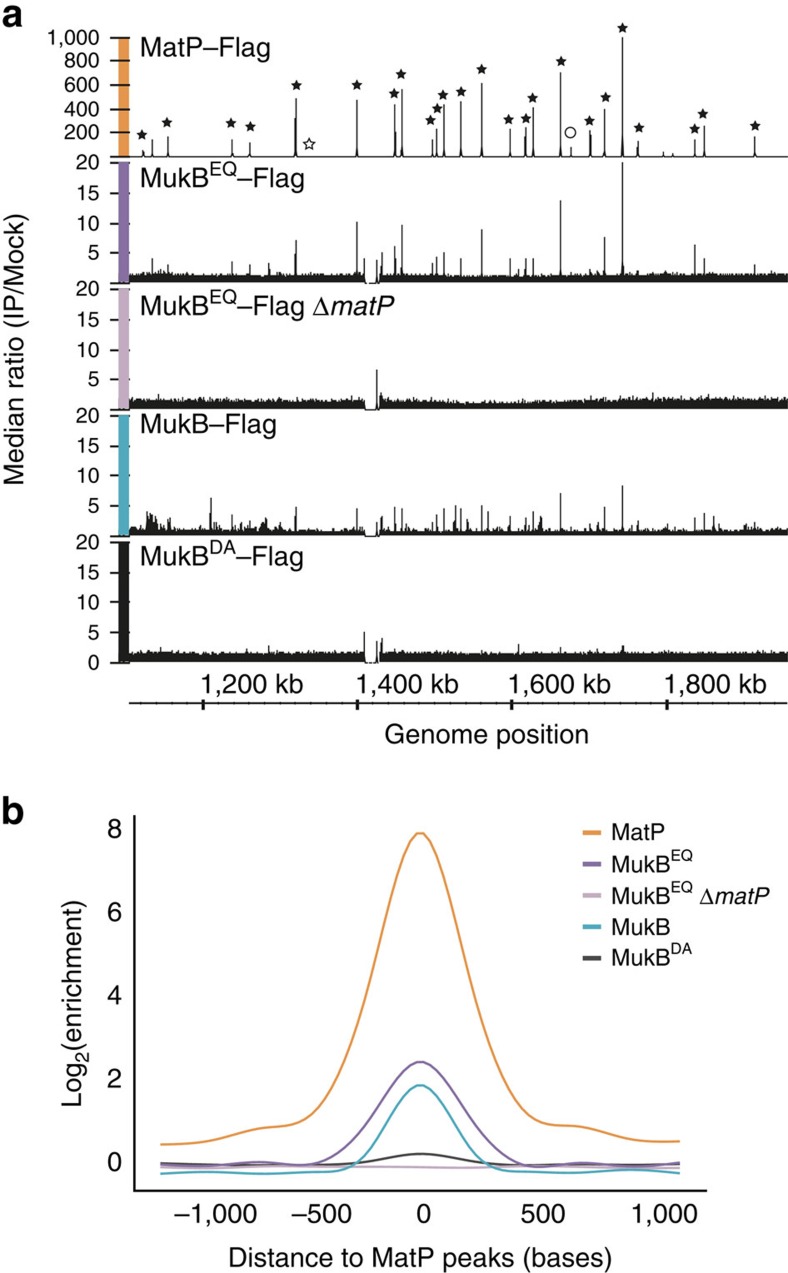
MukB^EQ^–Flag protein enrichment at *matS* sites is dependent on MatP. (**a**) Distribution of ChIP-seq signals in *ter* for MatP–Flag, MukB^EQ^–Flag, MukB^EQ^–Flag Δ*matP*, MukB–Flag and MukB^DA^–Flag. Each graph represents the ratio of the median number of reads of three experiments between Flag-tagged strains (IP) and untagged strains (Mock). Black stars indicate the positions of *matS* and pseudo *matS* sites and the circle indicates a non-*mats*-enriched region included in the analysis in **b**. *matS*5, which showed no enrichment, was not included into the analysis in **b**, and is indicated by a white star. The figure was generated using Integrated Genome Browser^56^. (**b**) Median signals of normalized samples (see experimental procedures), smoothed in a window of 2 kb centred to the position of the 26 most significant MatP peaks (indicated in **a**) are shown. The graph shows ∼1.5-fold change between MukB and MukB^EQ^. Flat signals obtained for MukB^EQ^–Flag Δ*matP* and MukB^DA^–Flag are indicative of an absence of significant enrichment. See also Supplementary Figs 4 and 5.

**Figure 4:**
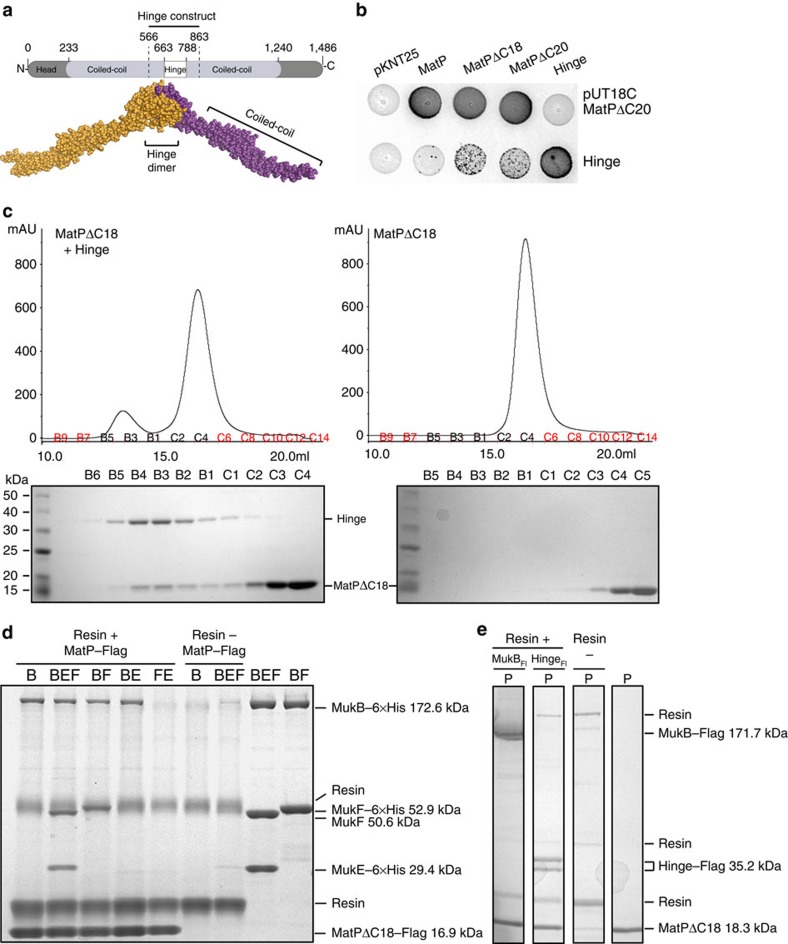
MukB and MatP interact *in vivo* and *in vitro*. (**a**) Top: schematic of MukB protein. The Hinge construct carries residues 566–863. Bottom: space-filling representation of a dimer^6^ containing most of the residues (572–854) of the Hinge construct. (**b**) The bacterial two-hybrid analysis is based on functional adenylate cyclase reconstitution^31^. Proteins of interest, as indicated, were fused to the N and the C terminus of the T25 and T18 domains, respectively. Blue colouring on X-gal plates reveals positive interactions. See also Supplementary Methods and Supplementary Fig. 6a for all combinations in MatP^+^ and Δ*matP* cells. (**c**) Size exclusion chromatography of MatPΔC18 alone (right panel), or present at seven-fold molar excess over Hinge (left panel). The elution fractions indicated in black were analysed on SDS–PAGE; shown below each graph. Because of space constraints, not all fractions are shown in the upper panels. Also see Supplementary Fig. 6b,c. (**d**) Co-Immunoprecipitation assay using resin-bound MatP–Flag, derived from over-expressed cell extracts, to assay for binding of MukB (Lane 1), MukBEF (Lane 2), MukBF (Lane 3), MukBE (Lane 4) and MukFE (Lane 5). MukB (Lane 6) and MukBEF (Lane 7) show no binding to the resin. Purified MukBEF (Lane 8) and MukBF (Lane 9), as used in the assay. The MW of the proteins used were: MukB-6 × His 172.6 kDa; MukF-6 × His 52.9 kDa; MukF 50.6 kDa; MukE-6 × His 29.4 kDa and MatPΔC18–Flag 16.9 kDa. (**e**) Co-immunoprecipitation shows MatPΔC18 is retained by MukB–Flag (lane 1) and Hinge–Flag (lane 2) attached to the anti-FLAG resin but not by the resin alone (lane 3). Lane 4: purified MatPΔC18-6 × His. Hinge proteins gave 2 bands on SDS–PAGE, maybe because of proteolytic cleavage. The MW of the proteins was: MukB–Flag 171.7 kDa; Hinge–Flag 35.2 kDa; MatPΔC18-6 × His 18.3 kDa. The lanes were derived from the same gel (shown in Supplementary Fig. 6d). MW, molecular weight.

**Figure 5:**
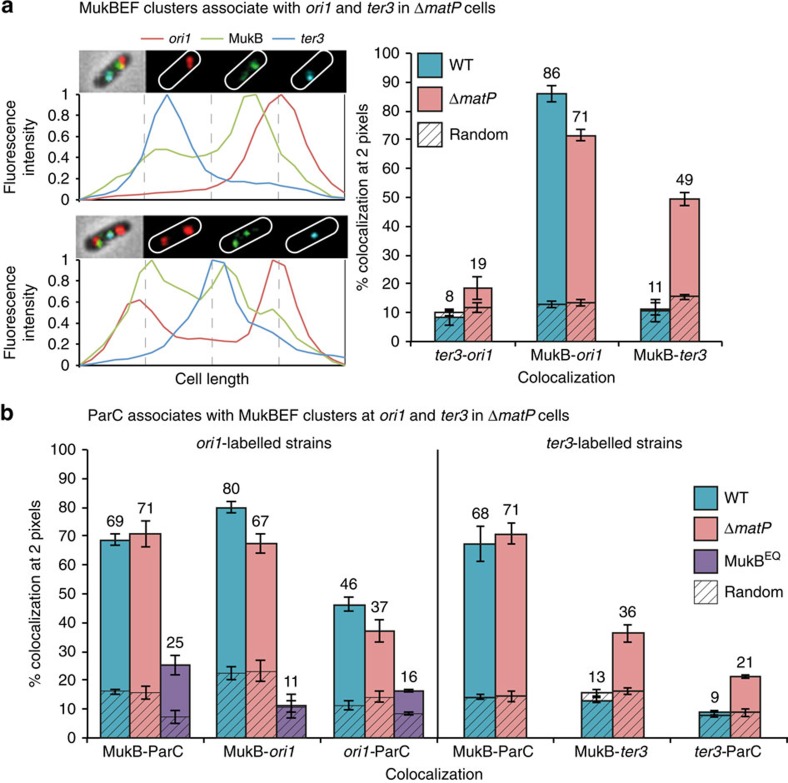
Colocalization of MukBEF complexes with TopoIV and *ter*. (**a**) Examples of colocalization of MukBEF with *ori1* and *ter3* in Δ*matP* cells (left). Δ*matP* cells have the same growth and cell cycle parameters as MatP^+^ cells (Supplementary Methods). Histograms show the colocalization between *ori1*, *ter3* and MukB-mYPet in Δ*matP* (SN302, right). *n*>2,700 cells. Wild-type data from Fig. 1 are shown for comparison. (**b**) Colocalization of MukB-mCherry, ParC-mYPet and *ori1* in wild-type (ENOX5.130), Δ*matP* (KK56) and MukB^EQ^ (ENOX5.178) cells, or *ter3* in wild-type (KK57) and Δ*matP* (KK58) strains. *n*>2,400 cells. The brightest pixel was used to localize ParC-mYPet molecules within the cell^4^. The data represent the mean (±s.d.) of three independent experiments. The percentage represents colocalization in those cells that have foci. Note that ParC-mYPet MukB^EQ^-mCherry cells grew poorly. See also Supplementary Figs 7 and 8.

**Figure 6:**
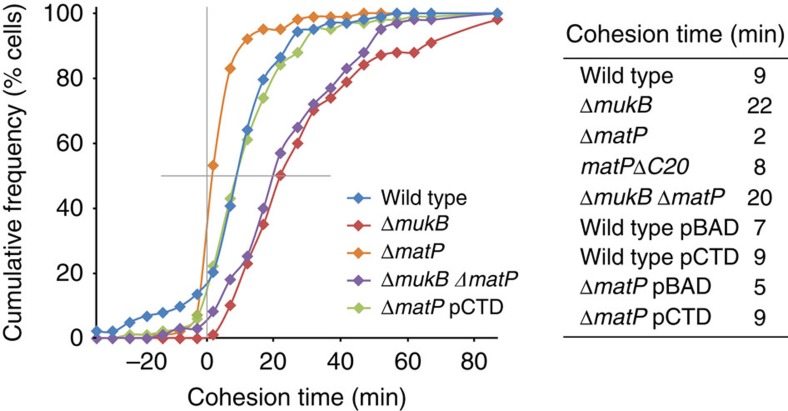
MukBEF and MatP influence *ter* segregation. Time-lapse analysis of the time between replisome (DnaN-mCherry) disappearance and *ter3* segregation. *ter3* replicates ∼2 min before termination at *terC*, and DnaN takes ∼5 min before it is unloaded after replication termination^33^; hence 7 min was added to the measured values to estimate ‘cohesion time', which we define as the time for decatenation of *ter3* after its replication. Wild type, ENOX5.212; Δ*mukB*, AU2047; Δ*matP*, AU2120; Δ*matP* Δ*mukB*, AU2125; Δ*matP* pCTD, AU2157. n≥20. See also Methods and Supplementary Fig. 9.

**Figure 7:**
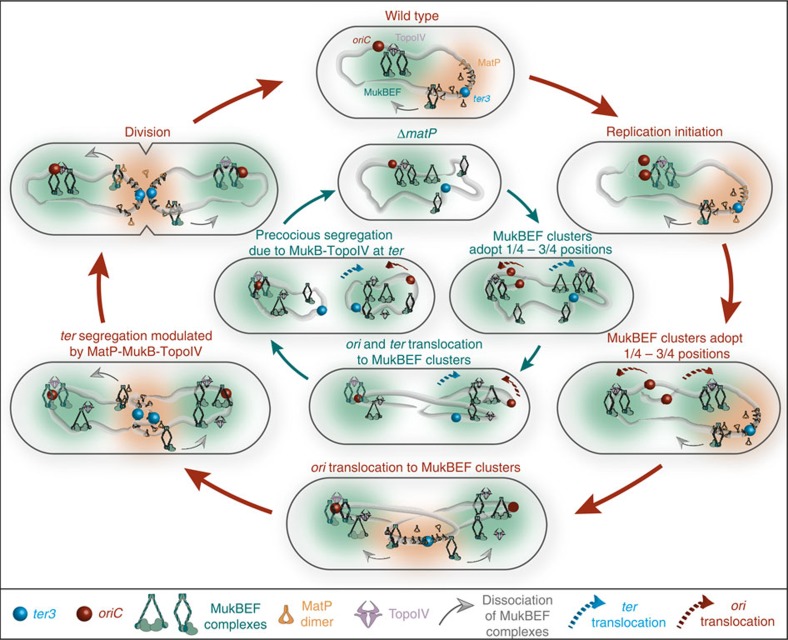
Model of the interplay between MukBEF, TopoIV and MatP in chromosome positioning, unlinking and segregation. Outer circle (red arrows; clockwise from top). In wild-type newborn cells, MukBEF clusters and associated TopoIV are positioned at midcell by an unknown mechanism. *ori* associates with these clusters. MukBEF complexes load onto DNA in ATP hydrolysis-dependent reactions. Complexes that encounter MatP-*matS* undergo ATP-hydrolysis-dependent dissociation from *ter*, thereby depleting the *ter* region from MukBEF whether in single complexes or in clusters, (and thereby facilitating the *ori* association). After replication initiation, MukBEF clusters localize to the nucleoid quarter positions, followed by the newly segregated *ori*s^4^. The process that directs the *ori* to the MukBEF clusters is unknown, but appears to require multiple cycles of ATP binding and hydrolysis, could involve repeated interactions with the chromosome by a ‘rock-walker'^13^ or ‘zipping'^47^,^48^ mechanism, and may facilitate chromosome ‘organization'. Directional ‘zipping' of the chromosome through MukBEF clusters, would result in active segregation or translocation of newly replicated *oris* to the cell quarter positions. MukBEF complexes interact with TopoIV when not associated with MatP-*matS*, thereby enhancing decatenation other than in regions bound by MatP-*matS*. Inner circle (dark arrows; clockwise from top). In Δ*matP* cells, the positioned MukBEF clusters associate with *ori* and *ter*, because the lack of MatP prevents displacement of *ter* from MukBEF complexes. Consequently, the MukBEF–TopoIV interaction leads to enhanced decatenation at *ter* and precocious segregation of newly replicated *ters*.

## References

[b1] WatsonJ. D. & CrickF. H. C. Genetical implications of the structure of deoxyribonucleic acid. Nature 171, 964–967 (1953).1306348310.1038/171964b0

[b2] SissiC. & PalumboM. In front of and behind the replication fork: bacterial type IIA topoisomerases. Cell. Mol. Life Sci. 67, 2001–2024 (2010).2016589810.1007/s00018-010-0299-5PMC11115839

[b3] WangX., Reyes-LamotheR. & SherrattD. J. Modulation of *Escherichia coli* sister chromosome cohesion by topoisomerase IV. Genes Dev. 22, 2426–2433 (2008).1876579310.1101/gad.487508PMC2532930

[b4] NicolasE. . The SMC complex MukBEF recruits topoisomerase IV to the origin of replication region in live *Escherichia coli*. mBio 5, e01001–e01013 (2014).2452006110.1128/mBio.01001-13PMC3950513

[b5] HayamaR. & MariansK. J. Physical and functional interaction between the condensin MukB and the decatenase topoisomerase IV in *Escherichia coli*. Proc. Natl Acad. Sci. USA 107, 18826–18831 (2010).2069693810.1073/pnas.1008140107PMC2973858

[b6] LiY. . *Escherichia coli* condensin MukB stimulates topoisomerase IV activity by a direct physical interaction. Proc. Natl Acad. Sci. USA 107, 18832–18837 (2010).2092137710.1073/pnas.1008678107PMC2973889

[b7] VosS. M., StewartN. K., OakleyM. G. & BergerJ. M. Structural basis for the MukB-topoisomerase IV interaction and its functional implications *in vivo*. EMBO J. 32, 2950–2962 (2013).2409706010.1038/emboj.2013.218PMC3832749

[b8] HayamaR., BahngS., KarasuM. E. & MariansK. J. The MukB-ParC interaction affects the intramolecular, not intermolecular, activities of topoisomerase IV. J. Biol. Chem. 288, 7653–7661 (2013).2334946210.1074/jbc.M112.418087PMC3597806

[b9] HiragaS. . Mutants defective in chromosome partitioning in *E. coli*. Res. Microbiol. 142, 189–194 (1991).192501810.1016/0923-2508(91)90029-a

[b10] NolivosS. & SherrattD. The bacterial chromosome: architecture and action of bacterial SMC and SMC-like complexes. FEMS Microbiol. Rev. 38, 380–392 (2014).2411808510.1111/1574-6976.12045PMC4255302

[b11] BadrinarayananA., LesterlinC., Reyes-LamotheR. & SherrattD. The *Escherichia coli* SMC complex, MukBEF, shapes nucleoid organization independently of DNA replication. J. Bacteriol. 194, 4669–4676 (2012).2275305810.1128/JB.00957-12PMC3415497

[b12] DanilovaO., Reyes-LamotheR., PinskayaM., SherrattD. & PossozC. MukB colocalizes with the oriC region and is required for organization of the two *Escherichia coli* chromosome arms into separate cell halves. Mol. Microbiol. 65, 1485–1492 (2007).1782492810.1111/j.1365-2958.2007.05881.xPMC2169520

[b13] BadrinarayananA., Reyes-LamotheR., UphoffS., LeakeM. C. & SherrattD. J. *In vivo* architecture and action of bacterial structural maintenance of chromosome proteins. Science 338, 528–531 (2012).2311233310.1126/science.1227126PMC3807729

[b14] BrézellecP., HoebekeM., HietM.-S., PasekS. & FeratJ.-L. DomainSieve: a protein domain-based screen that led to the identification of dam-associated genes with potential link to DNA maintenance. Bioinformatics 22, 1935–1941 (2006).1678797310.1093/bioinformatics/btl336

[b15] MercierR. . The MatP/matS site-specific system organizes the terminus region of the *E. coli* chromosome into a macrodomain. Cell 135, 475–485 (2008).1898415910.1016/j.cell.2008.08.031

[b16] ValensM., PenaudS., RossignolM., CornetF. & BoccardF. Macrodomain organization of the *Escherichia coli* chromosome. EMBO J. 23, 4330–4341 (2004).1547049810.1038/sj.emboj.7600434PMC524398

[b17] HiranoM. & HiranoT. Positive and negative regulation of SMC-DNA interactions by ATP and accessory proteins. EMBO J. 23, 2664–2673 (2004).1517565610.1038/sj.emboj.7600264PMC449774

[b18] HuB. . ATP hydrolysis is required for relocating cohesin from sites occupied by Its Scc2/4 loading complex. Curr. Biol. 21, 12–24 (2011).2118519010.1016/j.cub.2010.12.004PMC4763544

[b19] WooJ.-S. . Structural studies of a bacterial condensin complex reveal ATP-dependent disruption of intersubunit interactions. Cell 136, 85–96 (2009).1913589110.1016/j.cell.2008.10.050

[b20] NikiH., JafféA., ImamuraR., OguraT. & HiragaS. The new gene mukB codes for a 177 kd protein with coiled-coil domains involved in chromosome partitioning of *E. coli*. EMBO J. 10, 183–193 (1991).198988310.1002/j.1460-2075.1991.tb07935.xPMC452628

[b21] WilhelmL. . SMC condensin entraps chromosomal DNA by an ATP hydrolysis dependent loading mechanism in *Bacillus subtilis*. eLife 4, e06659 (2015).10.7554/eLife.06659PMC444212725951515

[b22] EdwardsA. L., SangurdekarD. P., JeongK. S., KhodurskyA. B. & RybenkovV. V. Transient growth arrest in *Escherichia coli* induced by chromosome condensation. PLoS ONE 8, e84027 (2013).2437678510.1371/journal.pone.0084027PMC3871593

[b23] BarskiA. . High-resolution profiling of histone methylations in the human genome. Cell 129, 823–837 (2007).1751241410.1016/j.cell.2007.05.009

[b24] JohnsonD. S., MortazaviA., MyersR. M. & WoldB. Genome-wide mapping of in vivo protein-DNA interactions. Science 316, 1497–1502 (2007).1754086210.1126/science.1141319

[b25] RobertsonG. . Genome-wide profiles of STAT1 DNA association using chromatin immunoprecipitation and massively parallel sequencing. Nat. Methods 4, 651–657 (2007).1755838710.1038/nmeth1068

[b26] McGheeJ. D. & von HippelP. H. Formaldehyde as a probe of DNA structure. r. Mechanism of the initial reaction of Formaldehyde with DNA. Biochemistry 16, 3276–3293 (1977).1904310.1021/bi00634a002

[b27] D'AmbrosioC. . Identification of cis-acting sites for condensin loading onto budding yeast chromosomes. Genes Dev. 22, 2215–2227 (2008).1870858010.1101/gad.1675708PMC2518811

[b28] GruberS. & ErringtonJ. Recruitment of condensin to replication origin regions by ParB/SpoOJ promotes chromosome segregation in B. subtilis. Cell 137, 685–696 (2009).1945051610.1016/j.cell.2009.02.035

[b29] TeytelmanL., ThurtleD. M., RineJ. & van OudenaardenA. Highly expressed loci are vulnerable to misleading ChIP localization of multiple unrelated proteins. Proc. Natl. Acad. Sci, USA 110, 18602–18607 (2013).2417303610.1073/pnas.1316064110PMC3831989

[b30] DupaigneP. . Molecular basis for a protein-mediated dna-bridging mechanism that functions in condensation of the *E. coli* chromosome. Mol. Cell 48, 560–571 (2012).2308483210.1016/j.molcel.2012.09.009PMC7505563

[b31] KarimovaG., PidouxJ., UllmannA. & LadantD. A bacterial two-hybrid system based on a reconstituted signal transduction pathway. Proc. Natl Acad. Sci. USA 95, 5752–5756 (1998).957695610.1073/pnas.95.10.5752PMC20451

[b32] EspéliO. . A MatP-divisome interaction coordinates chromosome segregation with cell division in *E. coli*. EMBO J. 31, 3198–3211 (2012).2258082810.1038/emboj.2012.128PMC3400007

[b33] MoolmanM. C. . Slow unloading leads to DNA-bound β2-sliding clamp accumulation in live *Escherichia coli* cells. Nat. Commun. 5, 5820 (2014).2552021510.1038/ncomms6820PMC4284645

[b34] CorbettK. D., SchoefflerA. J., ThomsenN. D. & BergerJ. M. The structural basis for substrate specificity in DNA topoisomerase IV. J. Mol. Biol. 351, 545–561 (2005).1602367010.1016/j.jmb.2005.06.029

[b35] JoshiM. C. . Regulation of sister chromosome cohesion by the replication fork tracking protein SeqA. PLoS Genet. 9, e1003673 (2013).2399079210.1371/journal.pgen.1003673PMC3749930

[b36] Perez-CheeksB. A., LeeC., HayamaR. & MariansK. J. A role for topoisomerase III in *Escherichia coli* chromosome segregation. Mol. Microbiol. 86, 1007–1022 (2012).2306683410.1111/mmi.12039PMC3549057

[b37] GraingeI. . Unlinking chromosome catenanes *in vivo* by site-specific recombination. EMBO J. 26, 4228–4238 (2007).1780534410.1038/sj.emboj.7601849PMC2230843

[b38] BaxterJ. ‘Breaking up is hard to do': the formation and resolution of sister chromatid intertwines. J. Mol. Biol. 427, 590–607 (2015).2519491610.1016/j.jmb.2014.08.022

[b39] LucasI., GermeT., Chevrier-MillerM. & HyrienO. Topoisomerase II can unlink replicating DNA by precatenane removal. EMBO J. 20, 6509–6519 (2001).1170742110.1093/emboj/20.22.6509PMC125741

[b40] SullivanN. L., MarquisK. A. & RudnerD. Z. Recruitment of SMC by ParB-parS organizes the origin region and promotes efficient chromosome segregation. Cell 137, 697–707 (2009).1945051710.1016/j.cell.2009.04.044PMC2892783

[b41] WangX., LlopisP. M. & RudnerD. Z. Bacillus subtilis chromosome organization oscillates between two distinct patterns. Proc. Natl Acad. Sci. USA 111, 12877–12882 (2014).2507117310.1073/pnas.1407461111PMC4156703

[b42] CharbinA., BouchouxC. & UhlmannF. Condensin aids sister chromatid decatenation by topoisomerase II. Nucleic Acids Res. 42, 340–348 (2014).2406215910.1093/nar/gkt882PMC3874195

[b43] BaxterJ. & AragónL. A model for chromosome condensation based on the interplay between condensin and topoisomerase II. Trends Genet. 28, 110–117 (2012).2223681010.1016/j.tig.2011.11.004

[b44] SheW., MordukhovaE., ZhaoH., PetrushenkoZ. M. & RybenkovV. V. Mutational analysis of MukE reveals its role in focal subcellular localization of MukBEF. Mol. Microbiol. 87, 539–552 (2013).2317116810.1111/mmi.12112

[b45] CioskR. . Cohesin's binding to chromosomes depends on a separate complex consisting of Scc2 and Scc4 proteins. Mol. Cell 5, 243–254 (2000).1088206610.1016/s1097-2765(00)80420-7

[b46] Reyes-LamotheR., NicolasE. & SherrattD. J. Chromosome replication and segregation in bacteria. Annu. Rev. Genet. 46, 121–143 (2012).2293464810.1146/annurev-genet-110711-155421

[b47] MarboutyM. . Condensin- and replication-mediated bacterial chromosome folding and origin condensation revealed by hi-c and super-resolution imaging. Mol. Cell 59, 588–602 (2015).2629596210.1016/j.molcel.2015.07.020

[b48] WangX. . Condensin promotes the juxtaposition of DNA flanking its loading site in Bacillus subtilis. Genes Dev. 29, 1661–1675 (2015).2625353710.1101/gad.265876.115PMC4536313

[b49] KlecknerN. . The bacterial nucleoid: nature, dynamics and sister segregation. Curr. Opin. Microbiol. 22, 127–137 (2014).2546080610.1016/j.mib.2014.10.001PMC4359759

[b50] WangX. & RudnerD. Z. Spatial organization of bacterial chromosomes. Curr. Opin. Microbiol. 22, 66–72 (2014).2546079810.1016/j.mib.2014.09.016PMC4359757

[b51] OroszA., BorosI. & VenetianerP. Analysis of the complex transcription termination region of the *Escherichia coli* rrn B gene. Eur. J. Biochem. 201, 653–659 (1991).171874910.1111/j.1432-1033.1991.tb16326.x

[b52] SliusarenkoO., HeinritzJ., EmonetT. & Jacobs-WagnerC. High-throughput, subpixel precision analysis of bacterial morphogenesis and intracellular spatio-temporal dynamics. Mol. Microbiol. 80, 612–627 (2011).2141403710.1111/j.1365-2958.2011.07579.xPMC3090749

[b53] LesterlinC., BallG., SchermellehL. & SherrattD. J. RecA bundles mediate homology pairing between distant sisters during DNA break repair. Nature 506, 249–253 (2014).2436257110.1038/nature12868PMC3925069

[b54] BattestiA. & BouveretE. The bacterial two-hybrid system based on adenylate cyclase reconstitution in *Escherichia coli*. Methods 58, 325–334 (2012).2284156710.1016/j.ymeth.2012.07.018

[b55] EdgarR., DomrachevM. & LashA. E. Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res. 30, 207–210 (2002).1175229510.1093/nar/30.1.207PMC99122

[b56] NicolJ. W., HeltG. A., BlanchardS. G., RajaA. & LoraineA. E. The integrated genome browser: free software for distribution and exploration of genome-scale datasets. Bioinformatics 25, 2730–2731 (2009).1965411310.1093/bioinformatics/btp472PMC2759552

How the deposited data were processed for this re-analysis (not part of the article)

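ChIP-seq was analysed for Flag-tagged MatP and MukB at 37 °C, for Flag-tagged MukB, MukB EQ and MukB DA at 22 °C, for MukB and MukB EQ in Δ*matP* cells at 22 °C, and for untagged wild-type cells at both temperatures and untagged Δ*matP* cells at 22 °C. Each of these 10 conditions comprised 3 experiments. The authors mapped the reads to the MG1655 chromosome and deposited 8 lists of peaks, each called with MACS 2.0.10.20131216 from the pooled paired-end fragments of 3 experiments against those of 3 mock experiments. The mock was untagged wild-type cells of the same temperature, or untagged Δ*matP* cells for the tagged Δ*matP* strains. An 8th list compares the untagged Δ*matP* cells with untagged wild-type cells. Which strains a list compares was taken from the command line in its header. The p threshold was 0.05, at most 20 duplicate fragments were kept per position, the local background was taken over 1000 and 10000 bp, and the larger data set was scaled towards the smaller.

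The deposited values are a fold enrichment of each summit over the local mock signal, which is a ratio computed by the authors, a fragment pileup at the summit, which is a signal scaled by the authors, and p and q as −log10 values, also from the authors. They were used only to describe, rank or filter peaks within a list. One header line states that q is not calculated, although the column is filled, and q was not used here. Treatment fragments per list were between 10407324 and 18658859. No value per experiment was analysed here, so no spread between experiments, interval or test on counts is given, and a comparison of 2 lists does not carry the error between cultures.

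Peaks were compared in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and drawn with matplotlib 3.10.9. *ter* was the region from 1100000 to 2000000. The *ori* window was 900 kb centred on 3900000, a rounded position of *oriC*. Its position in the authors' build was not analysed more finely, and moving the window by 2000 bp either way changed no count by more than 1. This shift may be smaller than the error of the rounding, so it does not test that error. The 200 kb window was not moved. The number of peaks with their centre in a window, and the number of peaks of one list met by another, were tested by 100000 rotations of a list around a chromosome of 4639675 bp, one-sided for a higher number. Offsets near 0 are among the rotations, which sets a floor to p where peaks coincide closely or where peaks gather in a window. The MatP positions were the 26 MatP peaks with the lowest p, ties ranked by fold, following the number the paper analyses. Lists were compared at these positions by the exact McNemar test, two-sided. Adjusted p are Benjamini-Hochberg values over 8 lists for each window, 7 lists for the MatP positions and 3 McNemar tests. The rotation tests were tested on simulated lists of short peaks placed at random on a smaller chromosome. Apart from what was planted, these peaks were not clustered as in the real lists. The rates that follow therefore need not hold for the real lists. Of 60 sets of rotations, 60 matched a direct count. Of 200 pairs of unrelated lists 4 had p under 0.05, and of 200 with a planted overlap 200 did. For the windows these numbers were 5 and 195 of 200. Sharing of a mock sample was simulated 100 times with Poisson counts at the depths of the lists, which covers counting noise and no systematic difference between libraries.

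Sites named in the text were chosen by a rule set in advance, which takes the 5 highest-ranked MatP positions, the 2 highest-ranked peaks outside *ter* of each list, and the sites named by the paper that could be located. Other positions named, such as the MatP position without a MukB EQ peak, were chosen after their values were seen. *matS*5 and *dif* were not located here. The gene table at hand, ASM584v2, belongs to another build than the lists, and no genome sequence was used, so no gene, *matS* motif, or ribosomal or transfer RNA gene was assigned to a peak. The alternatives tried were the top 50% of each list, a fold of at least 2, a *ter* from 1200000 to 1800000, an *ori* window of 200 kb, overlap of 50% of the shorter peak, summits within 500 bp, ranking by fold, MukB at 37 °C in place of 22 °C, and peak centres in place of summits. Offsets of 5000 to 50000 bp in place of rotation, and a MukB list at 37 °C shortened to the length of that at 22 °C, were added after the data were seen.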

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

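The tests of fragment number, of list length, of a lower number in *ter*, with offsets of 5000 to 50000 bp, and of the MatP positions from rank 27 split by their peaks in Δ*matP* cells were chosen after the result was seen.

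The list of untagged Δ*matP* cells against untagged wild-type cells, which the article's main text does not describe and whose supplement was not used here, held 1608 peaks, the most of the 8 lists, although neither strain carries a Flag tag. The peaks were weak, with a median fold of 1.25 and 1 peak with a fold of at least 2. The 2 highest-ranked spanned 4292781 to 4294381 (fold 2.03) and 4323861 to 4324353 (fold 1.91). Deeper sequencing does not account for them, since the list had 10407324 treatment fragments, the fewest of the lists at 22 °C. Nor do the MatP positions, of which 1 of 26 had a peak. A treatment shallower than its mock was not tested and stays open. Against the same mock of 16179153 fragments, MukB DA had 1023 peaks from 11526456 fragments. MukB had 538 from 14228199 and MukB EQ 200 from 13910832, so the order did not hold between these last lists. Of the peaks outside *ter*, 53.5% overlapped MukB DA peaks, against a mean of 38.8% when the lists were moved by 5000 to 50000 bp (permutation test, p = 1e-05, the smallest these offsets can give), but both lists were called against the same untagged wild-type mock, and a low mock at a region would raise both. Regions that rise whatever the tag cannot be told apart from this by that overlap. A difference in copy number along the replication axis between the cultures stays open as part of the cause. If smooth over 50000 bp, it would alone give no more overlap in place than in lists moved by 5000 to 50000 bp. The untagged list overlapped 65.6% of the MatP peaks outside *ter*, called against another mock. The mean in moved lists was 50.0% (permutation p = 1e-05), which argues against copy number as the whole cause. Of the peaks of the untagged list, 76.4% lay in the 2319836 bp around *oriC* (rotation permutation test, one-sided, p = 0.0647) and 16 in *ter* (permutation test, one-sided for a lower number, p = 0.0269, not adjusted over the 8 lists). The lower number in *ter* did not pass the threshold with *ter* from 1200000 to 1800000 (permutation p = 0.0714), where 3 of the other lists did. Without coverage along the chromosome, the part due to copy number cannot be told. The absence of *matP* itself, the difference the design names, was not separated from differences between cultures.

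The MatP list held 1194 peaks below the 26 positions that the paper analyses, with a median fold of 1.62 and 349 with a fold of at least 2. The paper describes signals of MatP at highly transcribed genes and proposes the reactivity of single-stranded DNA to formaldehyde as the reason, and which of the peaks lie at such genes was not analysed here. The fold of rank 26 was 15.9 and that of rank 27 was 15.6. MukB peaks at 37 °C overlapped 45.6% of the 1194, against means of 27.8% in rotated lists and 32.2% in lists moved by 5000 to 50000 bp (permutation tests, one-sided, p = 4e-05 and p = 1e-05). Counting noise with a shared mock alone gave between 2.32% and 5.26% in simulations. A systematic difference of the 37 °C mock or library kit would be common to both lists and was not simulated, so it cannot be told apart from a signal of the tagged proteins. MukB DA peaks, called against another mock and made with another kit, overlapped 39.9% of the 1194, against means of 23.9% in rotated lists and 28.8% in lists moved by 5000 to 50000 bp (permutation tests, p = 1e-05 for both, the smallest they can give). The untagged Δ*matP* list overlapped 65.6% of the MatP peaks outside *ter*, against a mean of 50.0% in lists moved by 5000 to 50000 bp (permutation p = 1e-05). This is consistent with part of them being regions that give peaks whichever protein is tagged, and for which no tag may be needed.

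Of the MatP positions ranked 27 to 52, 10 had a MukB EQ peak, against a mean of 2.12 (rotation permutation test, p = 0.00029), and by the test as written before its result was seen this number alone would count for further MatP binding that also recruits MukB EQ. The positions were then split by their peaks in Δ*matP* cells. Of the 10, 8 also had a MukB EQ peak in Δ*matP* cells, and at 6 of these 8 the 2 MukB EQ peaks overlapped each other. The other 2 of the 10 had none, from 2135840 to 2138383 (rank 27, outside *ter*) and from 1971685 to 1975378 (rank 28). The MukB EQ and MatP summits lay at most 3 bp apart at 5 of the 10 positions, which include both of these and the peak from 414153 to 416194, the second of the highest-ranked MatP peaks outside *ter*. Among the 14 positions without a peak in Δ*matP* cells, rotated lists met a mean of 1.13 (permutation p = 0.318 for 2 positions) and lists moved by 5000 to 50000 bp a mean of 0.329 (permutation p = 0.0441). Counting instead the MukB EQ peaks that themselves overlap no peak in Δ*matP* cells gave 4 of the 26 positions, against means of 0.614 in rotated lists and 0.472 in lists moved by 5000 to 50000 bp (permutation p = 0.0031 and p = 1e-05). The number and its p change with how positions are counted. Further MatP binding that recruits MukB EQ stays open for the 5 positions where the summits nearly coincide. Of these, ranks 30, 33 and 40 also had a peak of MukB EQ in Δ*matP* cells and of untagged Δ*matP* cells. At ranks 30 and 40 there was also a MukB DA peak, and the 2 MukB EQ peaks overlapped each other. At the 5 positions with summits further apart, the MukB EQ and MatP summits lay 106 to 573 bp apart. Each of them had a peak of MukB EQ in Δ*matP* cells and of MukB DA.

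MukB had a peak at 16 of the 26 MatP positions at 37 °C and at 4 at 22 °C, with 12 positions at 37 °C only and 0 at 22 °C only (exact McNemar test over positions, two-sided, p = 0.000488). List length does not account for this, because the 538 highest-ranked MukB peaks at 37 °C, as many as the list at 22 °C holds, still met 16 positions. The MukB list at 37 °C came from 18658859 fragments and that at 22 °C from 14228199. Depth, library kit and mock sample changed together with temperature, and no test here separates them, so a biological difference between temperatures stays untested.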

How the results depend on the processing

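Offsets of 5000 to 50000 bp, the shortened MukB list and the test for a lower number in *ter* were added after the data were seen; the other alternatives were set before the data were examined. The 25 MatP positions with a MukB EQ peak, the 0 with one in Δ*matP* cells and both McNemar tests of MukB EQ kept their direction and their side of the threshold under every alternative run for them.

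The number of peaks moved with any stricter threshold, by construction. The top 50% of each list held 610 peaks for MatP, 100 for MukB EQ, 437 for MukB EQ Δ*matP*, 269 for MukB at 22 °C, 448 for MukB at 37 °C, 179 for MukB Δ*matP*, 512 for MukB DA and 804 for untagged Δ*matP* cells. A fold of at least 2 left 375, 43, 3, 23, 147, 29, 13 and 1 peaks, respectively.

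In *ter*, the top 50% of the MukB EQ list had 31 peaks (permutation p = 0.00655) and a fold of at least 2 left 25 (permutation p = 0.0235), both above the mean of rotated lists, where all 33 peaks were below it. MatP peaks with a fold of at least 2 numbered 78 in *ter*, against a mean of 72.7 (permutation p = 0.175), where the full list was below its mean. Under either filter, no rotated MukB EQ list had more peaks in *ter* than were observed. These filters keep fewer, stronger peaks. For the other 6 lists, no alternative changed the side of the threshold or the direction of the test for a higher number. The test for a lower number, run for untagged Δ*matP* cells with 16 peaks in *ter* (permutation p = 0.0269), no longer passed the threshold in the narrower *ter* with 9 peaks (permutation p = 0.0714; the cause was not tested) or with a fold of at least 2, which left 0 peaks in *ter* of 1 in all (permutation p = 0.807), and passed it with the top 50% of the list (8 peaks, permutation p = 0.0153). A lower number was not particular to this list. In the narrower *ter*, MukB at 22 °C (9 peaks, permutation p = 0.0462), MukB at 37 °C (29, permutation p = 0.0491) and MukB Δ*matP* (10, permutation p = 0.0474) passed the threshold, which they did not in the wider one (permutation p = 0.0831, 0.0778 and 0.165), none adjusted over the lists. In the 200 kb *ori* window, MukB Δ*matP* passed the threshold with 47 peaks (permutation p = 0.0206), where the cause was not tested, and no other list did.

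At the MatP positions, MukB at 37 °C passed the threshold with summits within 500 bp (15 positions, permutation p = 0.00052), with the top 50% of its list (16, permutation p = 0.0395) and with offsets of 5000 to 50000 bp (16, permutation p = 1e-05, the smallest possible), which compare it with the sparse peaks of *ter*. Over its 5 alternatives the permutation p was between 1e-05 and 0.426. MukB at 22 °C, with 4 positions, moved above the mean of moved lists with summits within 500 bp (mean 2.94, permutation p = 0.369) and with the short offsets (mean 1.91, permutation p = 0.088), and MukB DA, with 3, moved above it with the short offsets (mean 1.36, permutation p = 0.0995), none past the threshold. In place of the 1 position at which MukB at 22 °C differed from MukB DA, MukB at 37 °C differed at 13 (exact McNemar test, p = 0.000244), and at 13 with its list shortened to that at 22 °C. The median distance between MukB EQ and MatP peaks moved from 1 bp for summits to 184 bp for centres.

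Outside *ter*, the top 50% of the lists had 209 shared peaks for MukB at 22 °C, 81 for MukB EQ, 253 for MukB DA and 180 for MatP, from 255, 84, 501 and 524 peaks. Overlap of 50% of the shorter peak left these numbers within 1.5 times. A count of the *matS* motif under its alternatives, and tests on counts per experiment with another tool or with experiments left out, were not run. No paired analysis was possible because each list pools its experiments. The effect of depth on the weak peaks was not tested, and a position without a peak is not shown to lack signal.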

Differences from the paper's values

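The paper's Fig. 3a shows a highest MatP signal in *ter* of about 1000, read by eye, as a ratio of the median number of reads between tagged and mock strains. The highest MatP fold enrichment in *ter* in the deposited list was 19.9. The 2 are ratios to the mock, but the list's value was made after the cap on duplicates and against a local background. None of the alternatives set before the data were examined can change the highest fold of the list, so none tests this gap.

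The paper describes wild-type MukB as enriched at the positions with the highest MatP signal, and MukB DA as not enriched there. The paper's Methods give 37 °C for growth, and 22 °C for *mukB* mutant derivatives. At 37 °C, MukB had a peak at 16 of the 26 positions, and at 15 of these the MukB and MatP summits lay 0 to 5 bp apart. The number of positions did not pass the threshold against rotated lists (permutation p = 0.36). It did with summits within 500 bp (15 positions, permutation p = 0.00052) and with the top 50% of the list (16, permutation p = 0.0395), both set before the data were examined, and with offsets of 5000 to 50000 bp (16, permutation p = 1e-05, the smallest possible), chosen after seeing the values. MukB DA had a peak at 3, and MukB at 37 °C differed from it at 13 positions (exact McNemar test, p = 0.000244), an alternative set before the data were examined. In the list of MukB at 22 °C, the temperature of the MukB DA culture, 4 positions had a peak and 1 differed from MukB DA (exact McNemar test, p = 1).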

Other observations

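The tests of the cap on duplicates, of a low shared mock and with offsets of 5000 to 50000 bp were chosen after the values were seen.

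The MatP fold over the 26 positions lay in a narrow range, from 14.8 to 19.9, the highest 1.34 times the lowest, and the pileup at their summits was between 9312 and 11637. At the 25 of these positions with a MukB EQ peak, the MukB EQ fold ran from 2.36 to 12.7, the highest 5.37 times the lowest. The cap of 20 duplicate fragments per position removed 23.6% of the MatP fragments and at most 0.623% in any other list, which is consistent with the cap flattening the strongest MatP peaks. The ranking of MatP positions among themselves may therefore carry less information than the separation of MatP positions from the rest. No biological explanation was tested.

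The hypothesis that the peaks of MukB, MukB EQ and MukB DA outside *ter* are regions that also differ between untagged libraries was tested by their overlap with the untagged Δ*matP* list. It overlapped 82.4% of the MukB peaks at 22 °C, 73.1% of the MukB EQ peaks and 82.0% of the MukB DA peaks, against means of 57.8%, 59.1% and 57.6% when the lists were moved by 5000 to 50000 bp (permutation tests, p = 1e-05 for each, the smallest these offsets can give). All of these lists share the untagged wild-type mock at 22 °C, and a low mock at these regions would raise them together, so this overlap alone cannot be told apart from the effect of the mock. Lists called against other mocks also overlapped it, which argues against the shared mock as the whole cause. The MukB EQ Δ*matP* list, for which the untagged Δ*matP* cells are themselves the mock, overlapped it at 72.5% of its peaks outside *ter*, against a mean of 59.2% (permutation p = 1e-05), and the MatP list at 65.6%, against 50.0% (permutation p = 1e-05). A copy number gradient smooth over 50000 bp would alone give no more overlap in place than in moved lists. Peaks of MatP, which has another mock, met 53.9% of the MukB peaks at 22 °C and 68.3% of the MukB EQ peaks outside *ter*. Moved lists met means of 33.9% and 35.6%. MukB DA peaks met 44.2% of the MatP peaks, against 32.6% (permutation p = 1e-05 for each). These values argue against such a gradient as the whole cause. As part of the cause it stays open. Of all peaks of the 3 lists, at least 66.5% lay in the 2319836 bp around *oriC*, but the rotation permutation p was as high as 0.171. Without coverage along the chromosome, the part due to copy number cannot be told.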
